# The *in vivo* antitumor effects of type I-interferon against hepatocellular carcinoma: the suppression of tumor cell growth and angiogenesis

**DOI:** 10.1038/s41598-017-12414-3

**Published:** 2017-09-22

**Authors:** Hirayuki Enomoto, Lihua Tao, Ryoji Eguchi, Ayuko Sato, Masao Honda, Shuichi Kaneko, Yoshinori Iwata, Hiroki Nishikawa, Hiroyasu Imanishi, Hiroko Iijima, Tohru Tsujimura, Shuhei Nishiguchi

## Abstract

Type I-interferon (IFN) is considered to exert antitumor effects through the inhibition of cancer cell proliferation and angiogenesis. Based on the species-specific biological activity of IFN, we evaluated each antitumor mechanism separately. We further examined the antitumor effects of type I-IFN combined with sorafenib. Human IFN (hIFN) significantly inhibited the proliferation of human hepatocellular carcinoma (HCC) Hep3B cells and the tube formation of human umbilical vein endothelial cells (HUVECs) *in vitro*. Although mouse IFN (mIFN) did not inhibit the proliferation of Hep3B cells *in vitro*, mIFN, as well as hIFN, showed significant antitumor effects in mouse Hep3B cell-xenograft model. Furthermore, mIFN treatment amplified the antitumor effects of sorafenib *in vivo* with the suppression of angiogenesis. The DNA chip analysis showed that the mIFN treatment promoted the antitumor signal pathways of sorafenib, including anti-angiogenic effects. Unlike the effects observed in *in vitro* experiments, mIFN showed an antitumor effect in the mouse Hep3B cell-xenograft model, suggesting a role of the anti-angiogenic activity in the *in vivo* tumoricidal effects of type I-IFN. In addition, our findings suggested the clinical utility of combination therapy with type І-IFN and sorafenib for HCC.

## Introduction

Hepatocellular carcinoma (HCC) is the sixth most common tumor and the third cause of cancer-related death. The prognosis of advanced HCC is unfavorable, with a high mortality rate^1,2^.

Sorafenib is an oral multikinase inhibitor that shows antitumor effects by suppressing tumor cell proliferation and angiogenesis through the inhibition of several tyrosine kinases^3,4^. Sorafenib is the first demonstrated agent to improve the median survival and time to progression in patients with advanced HCC^5,6^, although the therapeutic effects of sorafenib on HCC are not obvious in all HCC patients. To achieve better therapeutic efficacy, combination therapies consisting of sorafenib with other drugs have been investigated^7^; however, no combination therapy showing a sufficient clinical effect for HCC treatment has been established.

Interferon (IFN) is known to be a multifunctional molecule exhibiting various biological functions, including antiviral, antiproliferative and immunoregulatory activities, and type І-IFN (IFN-α and IFN-β) has been used for antiviral treatment in patients with chronic hepatitis C in Japan^8,9^. Type I-IFN has also been reported to have antitumor effects in several types of tumors, including HCC^10–14^. Similar to sorafenib, type I-IFN is considered to have tumoricidal effects via two mechanisms: namely, growth inhibitory effects on tumor cells and anti-angiogenetic effects. Recently, experimental studies have reported that combination treatment consisting of sorafenib with human IFN-α (hIFN-α) improves the antitumor effect on HCC both *in vitro* and *in vivo* ^15,16^.

Human tumor xenograft mouse models are generated with the transplantation of human cancer cells into immunodeficient mice; transplanted cancer cells are human cells and cancer stromal cells, including tumor-vascular cells, are derived from mice. Type I-IFN is a highly species-specific molecule, and the cross-reactivity of type I-IFN between human-derived cells and mouse-derived cells is very low^17,18^. The biological activity of mouse IFN (mIFN) on human cells is estimated to be less than 10^−4^ the level of that of hIFN. In addition, the biological activity of hIFN on mouse cells is estimated to be less than 10^−4^ the level of that of mIFN. Since hIFN barely acts on mouse cells, the antitumor effects of hIFN in mouse xenograft models mainly depend on the growth inhibitory effects on human cancer cells. Therefore, it is difficult to adequately assess anti-angiogenic effects *in vivo* mouse xenograft models using hIFN treatment. In contrast, the administration of mIFN acts on mouse cancer stromal cells, suggesting that its antitumor effects are mainly caused by the inhibition of angiogenesis. Therefore, the highly specific (species-dependent) activity of IFN allows us to investigate two different antitumor mechanisms (anti-proliferation and anti-angiogenesis) separately.

In the present study, we first investigated the functional role of type I-IFN in the proliferation of human HCC Hep3B cells and angiogenesis of human umbilical vein endothelial cells (HUVECs). We next administered hIFN and mIFN to mice in a xenograft model and compared the antitumor effects *in vivo*. In addition, we examined the antitumor effects of the combination of sorafenib and type I-IFN.

## Results

### Inhibition of Hep3B cell proliferation and HUVEC tube formation by type І-IFN *in vitro*

The inhibition of cancer cell proliferation and angiogenesis is considered to be a major mechanism for the tumoricidal effect of type I-IFN (IFN-α and IFN-β). Since it has been reported that the antitumor effects of hIFN-β are higher than those of hIFN-α^19,20^, we first compared the tumoricidal effects of hIFN-α with those of hIFN-β *in vitro*. Both hIFN-α and hIFN-β suppressed the proliferation of human Hep3B cells; however, the effects were more evident when the cells were treated with hIFN-β than with hIFN-α (Fig. 1). In addition, although both hIFN-α and hIFN-β also inhibited the tube formation of HUVECs *in vitro*, hIFN-β showed higher inhibitory effects than hIFN-α (Fig. 2). These findings suggest that hIFN-β inhibits tumor cell proliferation and angiogenesis more effectively in HCC than hIFN-α.

**Figure 1:**
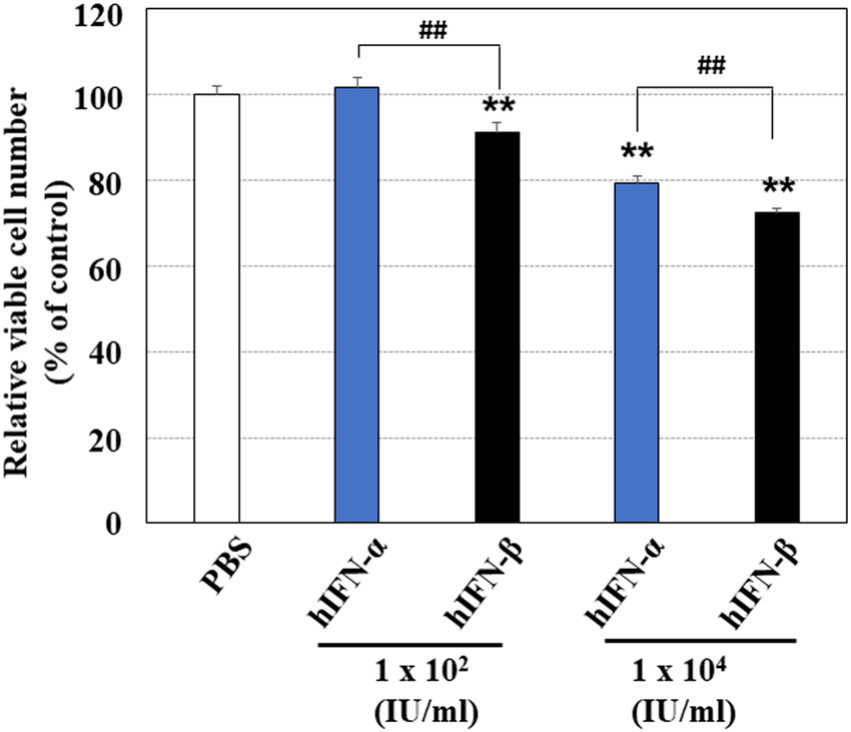
Effects of hIFN-α and hIFN-β on the proliferation of human hepatocellular carcinoma Hep3B cells. Human HCC Hep3B cells were treated with either hIFN-α or hIFN-β for 72 hours. Both hIFN-α and hIFN-β suppressed the proliferation of Hep3B cells; however, the anti-proliferative effect of hIFN-β was more evident than that of hIFN-α. **P < 0.01 versus control (PBS treatment). hIFN-β treatment resulted in a significantly lower cell number than the hIFN-α treatment (^##^P < 0.01).

**Figure 2:**
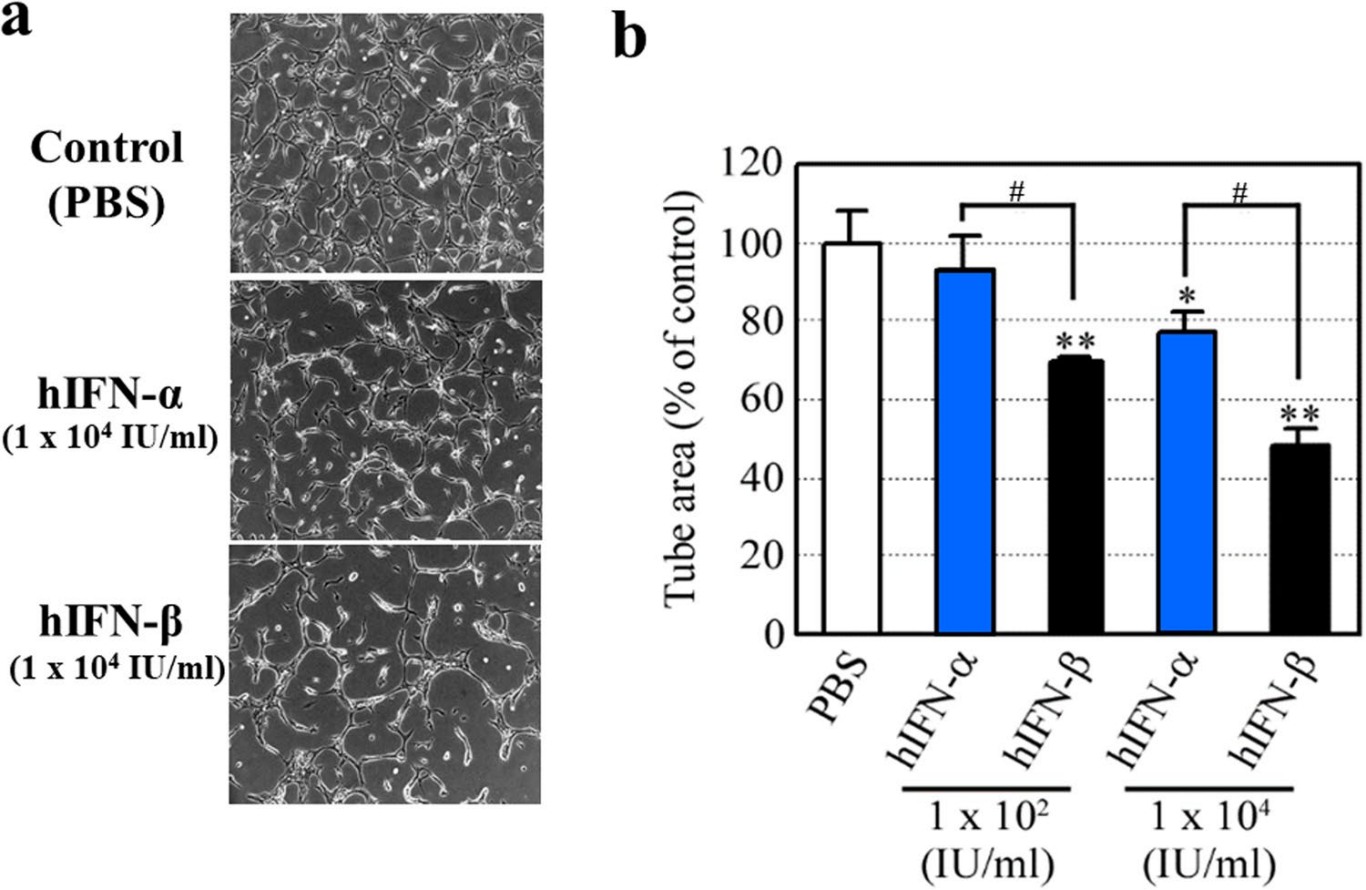
Effects of hIFN-α and hIFN-β on the tube formation of human umbilical vein endothelial cells (HUVECs). HUVECs were treated with either hIFN-α or hIFN-β for 24 hours and a tube formation assay was performed. (**a**) Representative photographs are shown. (**b**) Both hIFN-α and hIFN-β suppressed the tube formation of HUVECs *in vitro*; however, the effects of hIFN-β were more evident than that of IFN-α. *P < 0.05 and **P < 0.01 versus control (PBS treatment). hIFN-β treatment resulted in a significantly smaller area of tube formation compared with the hIFN-α treatment (^#^P < 0.05).

### Antitumor effects of hIFN-β and mIFN-β *in vitro* and *in vivo*

Since hIFN-β inhibited the proliferation of human Hep3B cells and the tube formation of HUVECs more successfully than hIFN-α *in vitro*, we selected IFN-β to investigate the antitumor effects of type І-IFN. Because of the species-specific biological activity of type I-IFN, the *in vitro* proliferation inhibitory effect of hIFN-β on human Hep3B cells was higher than that of mIFN-β (Fig. 3). In agreement with the *in vitro* study, when we performed *in vivo* study with the mouse Hep3B cell-xenograft model, hIFN-β decreased the number of topoisomerase IIα (Topo IIα)-positive human Hep3B cells, whereas mIFN-β did not (Fig. 4). Since Topo IIα functions during late G2 and M-phase of the cell cycle, these results indicate that hIFN-β suppresses the proliferation (mitotic activity) of Hep3B cells. In addition, hIFN-β increased the number of single stranded DNA (ssDNA)-positive human Hep3B cells, while mIFN-β did not, indicating that hIFN-β induces the apoptosis in Hep3B cells (Fig. 5). However, in the *in vivo* study with the mouse Hep3B cell-xenograft model, mIFN-β treatment showed significant tumoricidal effects, which were almost equivalent to those of hIFN-β treatment (Fig. 6). In the mouse Hep3B cell-xenograft model, an immunohistochemical study of CD34 revealed that the number of CD34-positive cells in Hep3B tumors treated with mIFN-β was decreased when compared to that seen in the Hep3B tumors treated with hIFN-β, indicating that tumor vascular formation was more severely suppressed with mIFN-β treatment than with hIFN-β treatment (Fig. 7). These findings suggest that the action on cancer stromal cells has an important role in the *in vivo* tumoricidal effect of type I-IFN as well as the direct inhibition of cancer cell proliferation.

**Figure 3:**
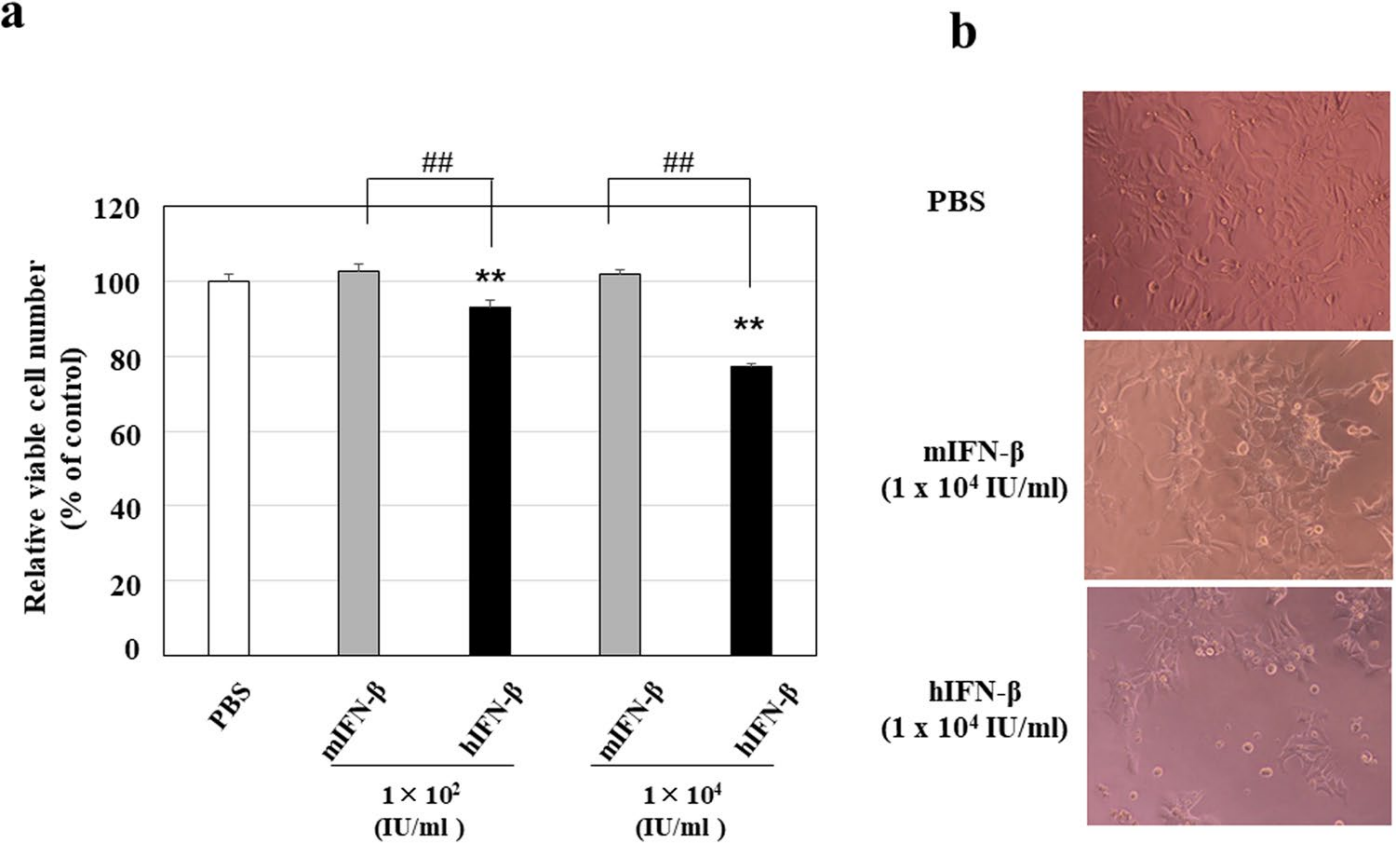
Effects of hIFN-β and mIFN-β on the proliferation of Hep3B cells *in vitro*. (**a**) Hep3B cells were cultured in the presence of hIFN-β or mIFN-β for 72 hours and the viable cell number was measured. The anti-proliferative effect of hIFN-β was more evident than that of mIFN-β (^##^P < 0.01). **P < 0.01 versus control (PBS treatment). (**b**) Representative photographs are shown.

**Figure 4:**
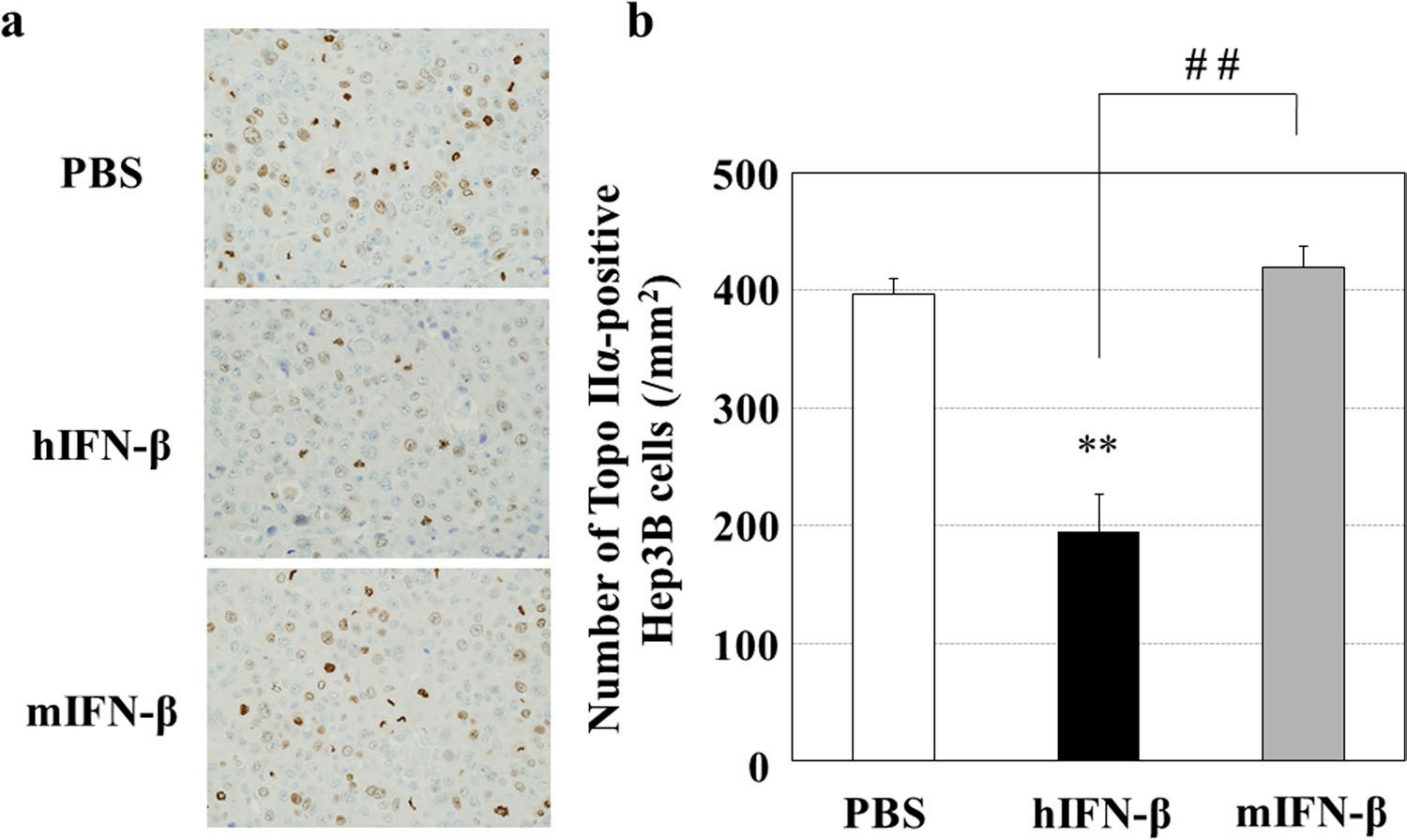
Effects of hIFN-β and mIFN-β on the mitosis of human Hep3B cells *in vivo*. Five weeks after inoculation of Hep3B cells, tumor-bearing mice were randomized into three groups (PBS control, hIFN-β treatment and mIFN-β treatment), and daily peritumoral injections of PBS, hIFN-β or mIFN-β (1 × 10^4^ IU/site) were performed for two weeks. The Hep3B tumors that developed in the mouse xenograft model were used for the histological evaluation (N = 6 per each group). (**a**) Sections of Hep3B tumors were immunostained with an anti-human topoisomerase IIα (Topo IIα) antibody, and representative photographs are shown. (**b**) The number of Topo-IIα-positive Hep3B cells were counted in 10 areas selected randomly in each specimen of tumors. In agreement with the *in vitro* study, the number of proliferating HepB cells decreased with the treatment of hIFN-β significantly *in vivo*, while mIFN-β did not affect the number of proliferating Hep3B cells. ** P < 0.01 versus control (PBS treatment) and ^##^P < 0.01 between the groups.

**Figure 5:**
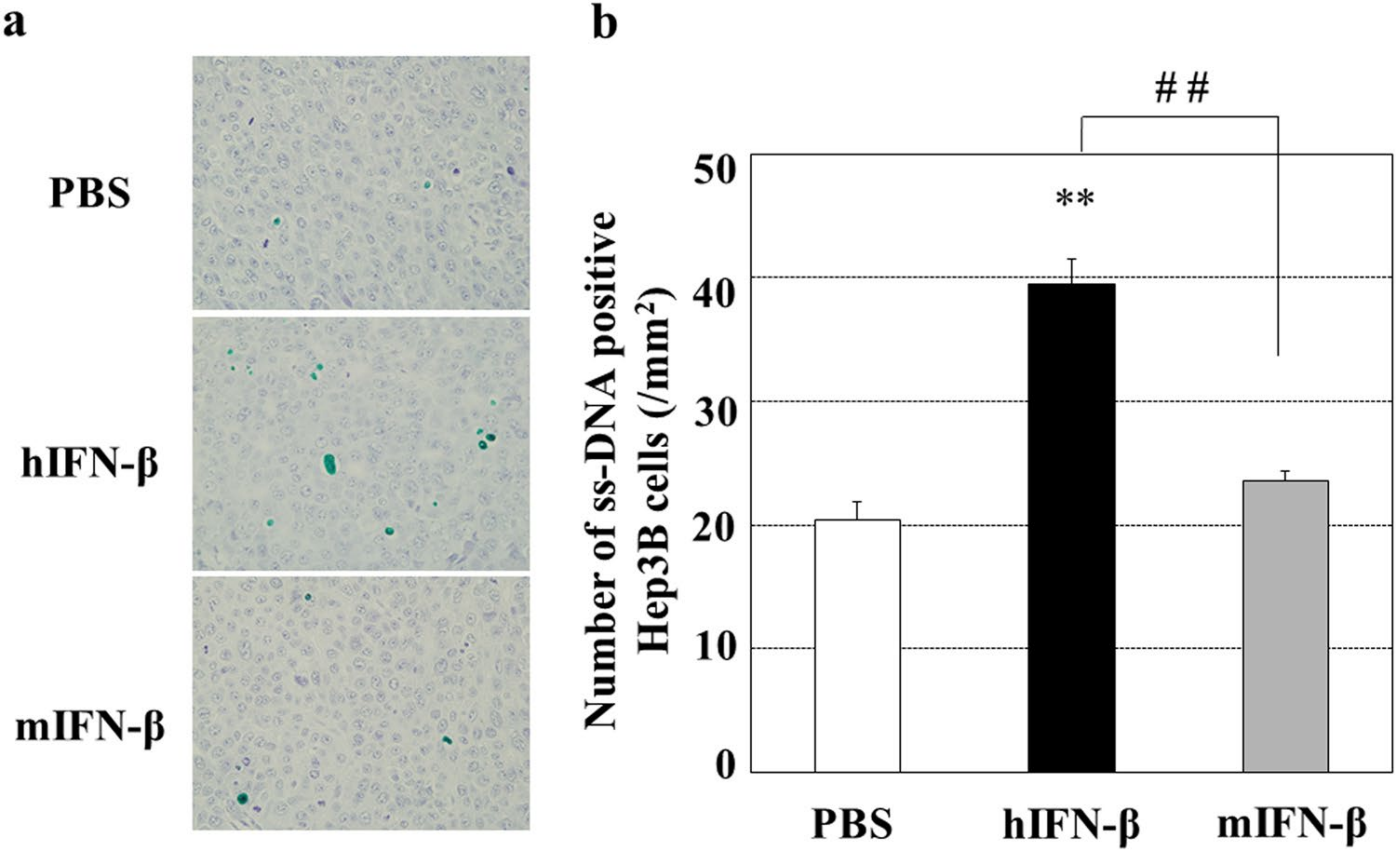
Apoptosis induction of hIFN-β and mIFN-β in human Hep3B cells *in vivo*. The Hep3B tumors shown in Fig. 4 were used for the detection of single stranded DNA (ssDNA)-positive Hep3B cells. (**a**) Sections of Hep3B tumors were immunostained with an anti-ssDNA antibody, and apoptotic cells were detected with green signals of HistoGreen. Representative photographs are shown. (**b**) The number of ssDNA-positive Hep3B cells were counted in 10 areas selected randomly in each specimen of tumors. Treatment with hIFN–β significantly induced apoptosis in the Hep3B cells *in vivo*, whereas that with mIFN-β did not. **P < 0.01 versus control (PBS treatment) and ^##^P < 0.01 between the groups.

**Figure 6:**
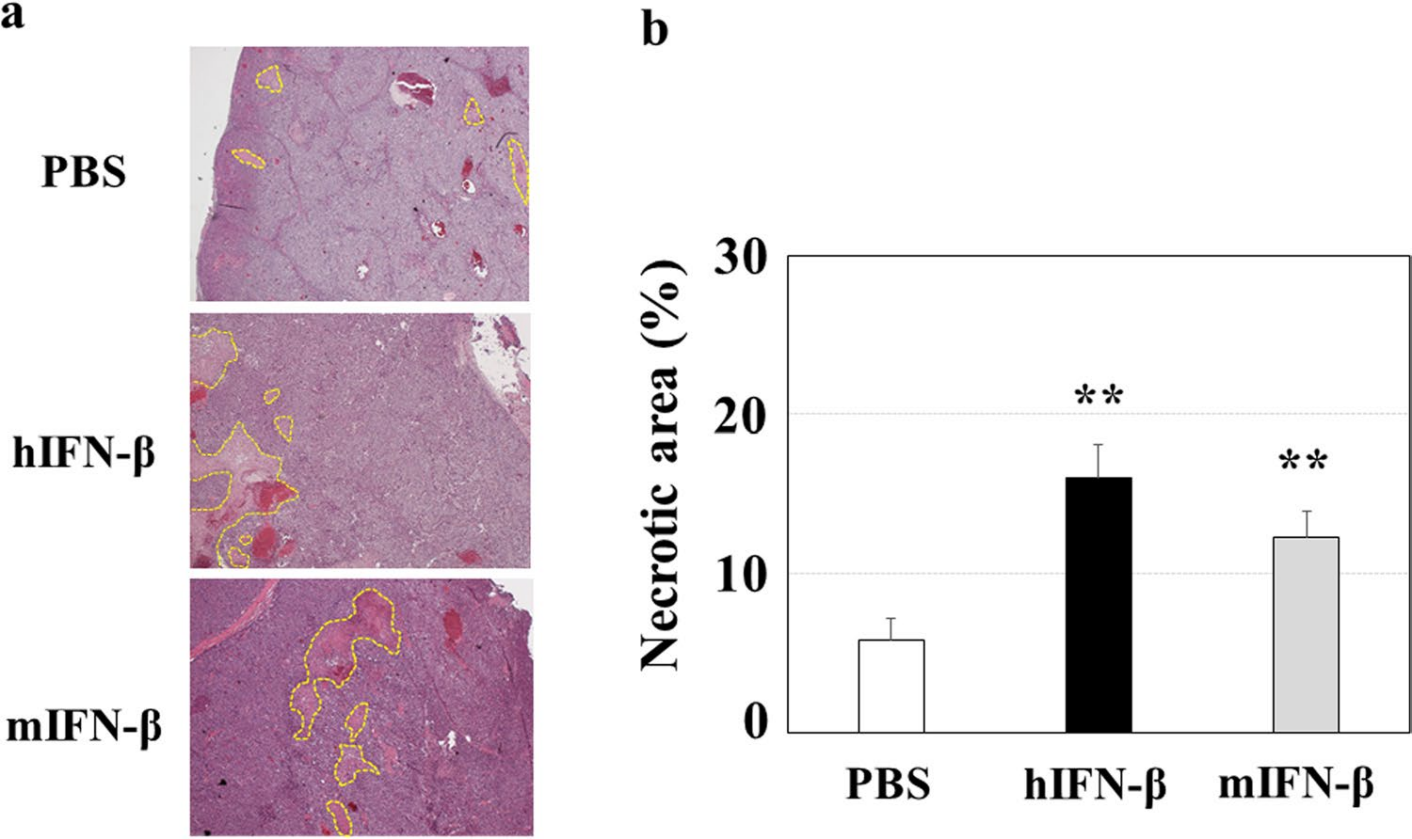
Effects of hIFN-β and mIFN-β in the *in vivo* mouse xenograft model. The Hep3B tumors shown in Figs 4 and 5 were used for the histological evaluation. (**a**) Sections of Hep3B tumors were stained with hematoxylin-eosin, and representative photographs are shown. Necrotic tissues are shown as the areas surrounded with the dot lines. (**b**) Treatment with mIFN-β caused increased areas of necrotic tissue versus that seen in the tumors in the control (PBS treatment) mice. **P < 0.01 versus control (PBS treatment).

**Figure 7:**
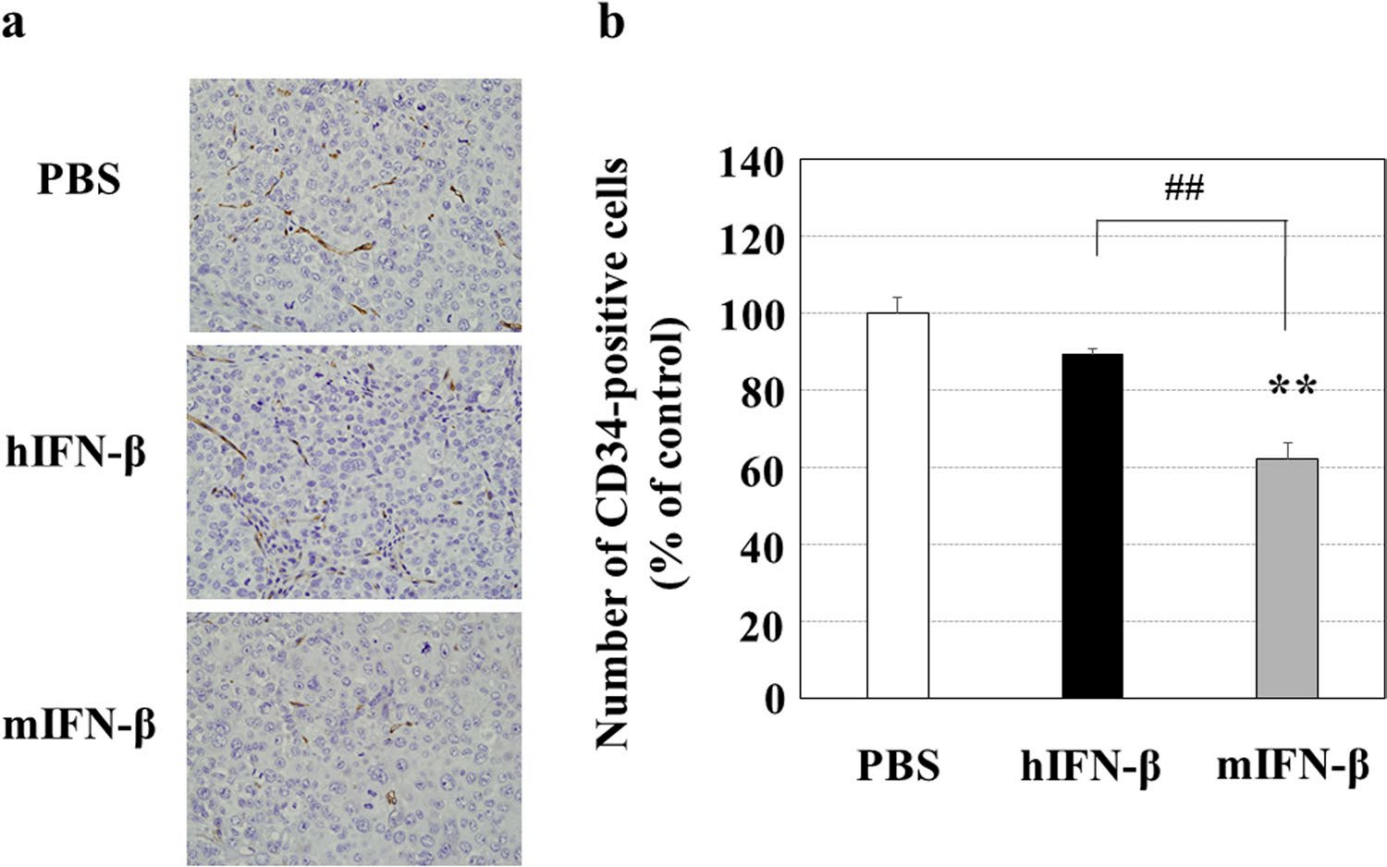
Anti-angiogenic effects of hIFN-β and mIFN-β in the *in vivo* mouse xenograft model. The Hep3B tumors shown in Figs 4 and 5 were also used for the evaluation of anti-angiogenic effects. (**a**) Sections of Hep3B tumors were immunostained with an anti-mouse CD34 antibody, and CD34-positive cells were detected with brown signals of DAB. Representative photographs are shown. (**b**) The number of CD34-positive cells were counted in 10 areas selected randomly in each specimen of tumors. The number of CD34-positive cells was significantly lower in the tumors treated with mIFN-β than in the tumors treated with PBS and hIFN-β. **P < 0.01 versus control (PBS treatment) and ^##^P < 0.01 between the groups.

### Antitumor effects of combination therapy with sorafenib plus mIFN-β *in vivo*

Sorafenib is widely used as an established medicine that targets tumor angiogenesis and shows a significant antitumor effect in clinical practice. Based on the suggested significant antitumor role of the anti-angiogenic effects of type I-IFN as shown above, we next investigated the efficacy of combination therapy with sorafenib and type I-IFN as a new anti-angiogenic therapy for HCC *in vivo*. Although the tumor size was not significantly different among the four groups (PBS control, mIFN-β alone, sorafenib alone and sorafenib plus mIFN-β) (Fig. 8a), both mIFN-β and sorafenib monotherapy increased the necrotic areas of Hep3B tumors in the mouse xenograft model. In addition, necrotic areas were further enlarged with the combination of sorafenib plus mIFN-β (Fig. 8b and c). When we evaluated the effects of sorafenib and mIFN-β on the development of tumor blood vessels, the anti-angiogenic effects were accelerated by sorafenib plus mIFN-β therapy compared with sorafenib or mIFN-β monotherapy (Fig. 9). These findings suggest that type I-IFN exaggerates the antitumor effects of sorafenib by increasing its anti-angiogenic effects.

**Figure 8:**
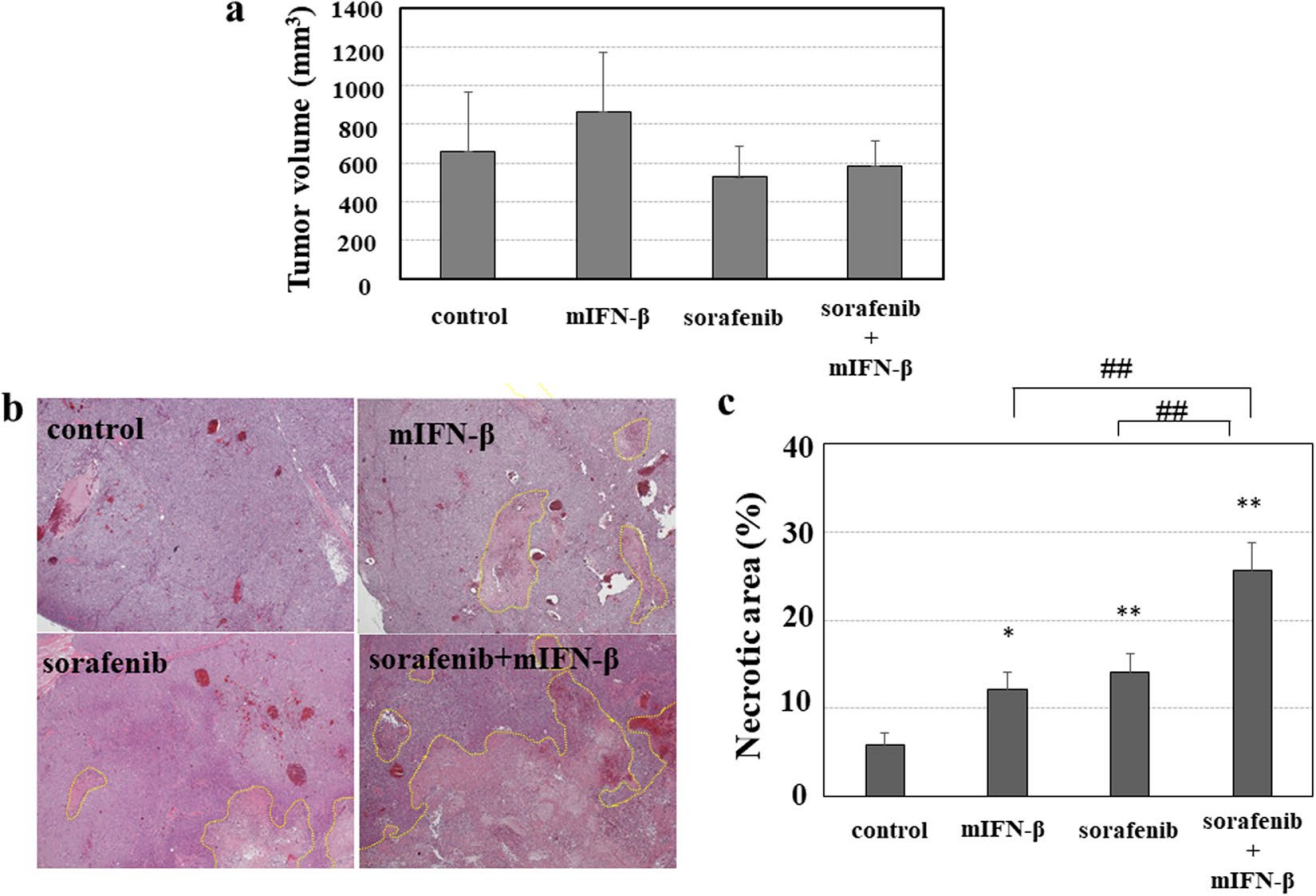
*In vivo* antitumor effects of sorafenib plus mIFN-β treatment in the mouse xenograft model. Five weeks after inoculation of Hep3B cells, tumor-bearing mice were randomized into four groups (PBS control, mIFN-β treatment, sorafenib treatment and sorafenib plus mIFN-β treatment). Sorafenib (30 mg/kg) was administered orally for two weeks. PBS or mIFN-β (1 × 10^4^ IU/site) was administered via daily peritumoral injection for two weeks. The Hep3B tumors that developed in the mouse xenograft model were used for the histological evaluation (N = 6 per each group). (**a**) The tumor volume in the mouse Hep3B cell-xenograft model was not significantly different among the four groups. (**b**) Sections of Hep3B tumors were stained with hematoxylin-eosin. The necrotic areas are surrounded by the dot lines. (**c**) The necrotic areas were measured in 10 sections randomly selected in each specimen of tumors. Treatment with mIFN-β or sorafenib resulted in increased the necrotic areas compared with that observed in the tumors that developed in the control (PBS treatment) mice (*P < 0.05 and **P < 0.01). Combination therapy with sorafenib plus mIFN-β showed more evident tumor necrotic effects than treatment with mIFN-β or sorafenib alone (^##^P < 0.01).

**Figure 9:**
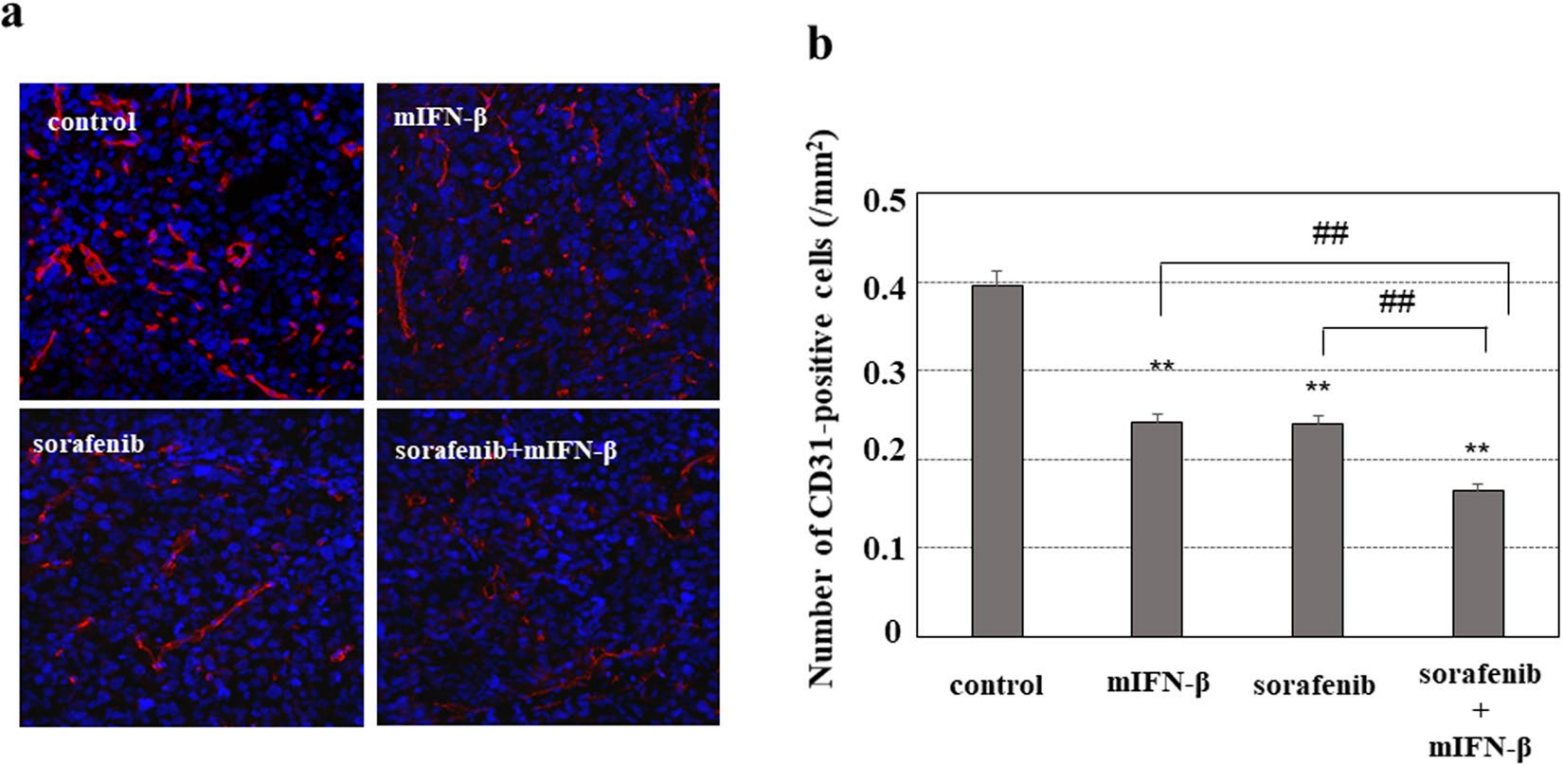
*In vivo* anti-angiogenic effects of sorafenib plus mIFN-β treatment in the mouse xenograft model. The Hep3B tumors shown in Fig. 8 were also used for the evaluation of anti-angiogenic effects. (**a**) Sections of Hep3B tumors were immunostained with an anti-mouse CD31 antibody and positive signals were visualized with fluorescence using Alexa Fluor546. Representative photographs are shown. (**b**) CD31-positive cells were counted in more than 8 areas selected randomly in each specimen of tumors. The tumors treated with mIFN-β or sorafenib showed a decreased number of CD31-positive cells compared with the tumors that developed in the control (PBS treatment) mice (**P < 0.01). In addition, combination therapy with sorafenib plus mIFN-β resulted in a decreased number of CD31-positive cells versus treatment with mIFN-β or sorafenib alone (^##^P < 0.01).

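AFP and ALB, which encode the hepatic secretory proteins alpha-fetoprotein and albumin, were among the brightest genes in every group of Hep3B tumors. Hep3B is a human hepatoma cell line. The mean log2 value of AFP was 12.62 ± 0.13 (SD, n = 3 tumors) with PBS and 12.68 ± 0.27 (SD, n = 3) with sorafenib plus mIFN-β, and that of ALB was 12.60 ± 0.06 (SD, n = 3) and 12.62 ± 0.27 (SD, n = 3). The data were 12 arrays of Hep3B xenograft tumors, 3 in each of 4 groups given PBS, mIFN-β, sorafenib, or sorafenib plus mIFN-β. Sorafenib, an inhibitor of several kinases including VEGF receptors, was given orally at 30 mg/kg, and mIFN-β, the mouse form of interferon-β, was injected around the tumor daily at 10000 IU/site. Both were given for 2 weeks, from 5 weeks after inoculation. Hep3B cells were inoculated into both flanks, and the sources used here do not say whether the tumors of a group came from separate mice. The p-values of single genes therefore measure only the spread between these tumors. For RNA extraction, the methods name the RNAqueous kit and Hep3B tumors, whereas the sample labels name another kit and, in that step alone, liver. Samples were mapped by the paper and the remaining labels, which give Hep3B tumors.
The GeneChip Human Gene 1.0 ST Array measures whole transcripts with human probes. How far transcripts of the mouse stroma bind to these probes was not tested. The deposited values are log2 signals after robust multi-array averaging (RMA), which corrects the background, brings all arrays to 1 distribution and summarizes the probes of a transcript. Of 23630 transcript clusters, 15881 had 1 gene symbol in the array annotation, 1457 had several and 6292 had none, which left 15041 genes after the brightest cluster of each gene was kept. The median log2 value of an array was 6.96 to 7.09. The mIFN-β tumor of replicate 3 stood apart with a lower quartile of 6.04, against 5.82 to 5.93 in the other arrays, and dim genes read higher on it. Of the variation over arrays, 25.1% lay between the 4 groups, where chance gives 27.3%, and the median correlation was 0.979 for arrays of the same group and 0.980 for arrays of different groups. Genes were compared with limma over all 12 arrays, and gene lists with camera, which asks whether the genes of a list differ from the other genes and sets the correlation between genes at 0.01. A small p from camera at this preset correlation does not show that the tumors of a group agree. The number of arrays limits the precision.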

In order to assess how mIFN-β accelerates the *in vivo* antitumor effects of sorafenib, we compared the gene expression profiles in developed Hep3B tumors (which included tumor cells and stromal cells) receiving sorafenib plus mIFN-β treatment and compared with those noted in Hep3B tumors receiving sorafenib treatment alone in the mouse xenograft model. 

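HP, which encodes the hemoglobin-binding protein haptoglobin, was the only gene more than 1 log2 unit apart between Hep3B tumors given sorafenib plus mIFN-β and those given sorafenib, with a log2 difference of 1.05 (standard error 0.31, n = 3 against 3). Next to it at the upper end were TDO2, an enzyme of tryptophan breakdown in liver, at 0.99 (standard error 0.25), PPP2R3A, a regulatory subunit of a protein phosphatase, at 0.67 (standard error 0.16), FASTKD3, a mitochondrial protein, at 0.51 and AADAC, a liver esterase, at 0.50. At the lower end, 3 of 5 genes encode microRNAs, namely MIR32 at -0.70 (standard error 0.20), MIR93 at -0.65 (standard error 0.16) and MIR106B at -0.52 (standard error 0.14). The odorant receptor gene OR6N2 was at -0.39 and SAMD4A, an RNA-binding protein, at -0.38. These are the 5 genes with the smallest unadjusted p in each direction. Their groups did not overlap, but none passed the test (adjusted p = 1 for each in limma). HP and OR6N2 were among the dimmest genes, at the percentiles 4.82 and 1.27 of mean level, where the array has little signal over background. PPP2R3A, at the percentile 9.24, had a mean of 4.94 with sorafenib, near the lowest median of a transcript cluster over arrays (4.91). The size of its difference is therefore uncertain. The microRNA genes were dim too, at the percentile 11.58 for MIR93 and 16.1 for MIR32 and MIR106B.
The median absolute log2 difference over 15041 genes was 0.08, and the residual SD between tumors of a group was 0.19. The SD is one of single tumors and the difference one of group means, so their order decides nothing. In limma, 0 genes passed an adjusted p under 0.05, and 146 genes (0.971%, where chance gives 5%) had an unadjusted p under 0.05, of which 94 were higher and 52 lower with sorafenib plus mIFN-β. The groups did not overlap for 550 genes (3.66%, where chance gives 10%). On simulated data with independent genes, 200 of them changed, the same test found 83% of genes changed by 1 log2 unit and 17% of those changed by 0.5. With fewer changed genes the adjusted threshold is stricter, so these shares can overstate what the test would find here.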

Although the expression changes for each gene were small, perhaps because various types of cells were included in a given tumor, a pathway analysis revealed significant changes in 22 pathways of the 167 pathways examined. Among the 22 pathways, 13 signal pathways were significantly decreased and nine pathways were significantly increased (Table 1). 

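Genes of the xenobiotic metabolism by cytochrome P450, which oxidize and conjugate foreign compounds, were higher in tumors given sorafenib plus mIFN-β than in those given sorafenib. Of 45 measured members 41 were higher, with a median log2 difference of 0.16 (adjusted p = 2.22e-05 from camera; adjusted p = 0.0843 with an estimated correlation). Leaving out the sorafenib plus mIFN-β tumor of replicate 1 raised the adjusted p to 0.0360, and the median was 0.09 without the sorafenib plus mIFN-β tumor of replicate 3 or the sorafenib tumor of replicate 1. The aldo-keto reductases AKR1C4 and AKR1C3 were at 0.61 (standard error 0.27) and 0.54 (standard error 0.45), while CYP2E1 was at -0.41 (standard error 0.93). The list named after streptomycin biosynthesis holds human hexokinases, phosphoglucomutases and enzymes of inositol synthesis. Of its 8 measured members 7 were lower, with a median of -0.18 (adjusted p = 0.00606; adjusted p = 0.0843 with an estimated correlation; adjusted p = 0.148 and median -0.02 without the sorafenib plus mIFN-β tumor of replicate 2, adjusted p = 0.106 and median -0.05 without the sorafenib tumor of replicate 2). HK2, a hexokinase of glycolysis, was at -0.40 (standard error 0.39), ISYNA1, which makes inositol phosphate, at -0.28 (standard error 0.18), and IMPA1 at 0.11 (standard error 0.13).
For androgen and estrogen metabolism, 30 of 36 genes were higher, with a median of 0.09. Glutathione metabolism had 33 of 45 genes higher, with a median of 0.10, and its glutathione transferase GSTA1 was at 0.47 (standard error 0.25). It shares 19 genes with the xenobiotic list, which also shares 5 with androgen and estrogen metabolism. For RNA polymerase, 20 of 29 genes were higher, with a median of 0.09, and POLR3K was at 0.45 (standard error 0.15). These 3 lists had an unadjusted p under 0.05 but missed the threshold after adjustment (adjusted p = 0.0508 for each; adjusted p = 0.455 for androgen and estrogen metabolism and 0.836 for the other 2 with an estimated correlation). Each of them passed after adjustment without the sorafenib plus mIFN-β or the sorafenib tumor of replicate 2, when the median was 0.20 and 0.17 for RNA polymerase, 0.15 and 0.17 for glutathione metabolism and 0.14 and 0.12 for androgen and estrogen metabolism. Without the sorafenib plus mIFN-β tumor of replicate 3 the median was -0.01 for RNA polymerase and 0.03 for glutathione metabolism. Without the sorafenib tumor of replicate 1 it was 0.00 and 0.02 for these. Without the sorafenib tumor of replicate 3 it was 0.03 for RNA polymerase. Without the sorafenib plus mIFN-β tumor of replicate 1 it was 0.05 for androgen and estrogen metabolism and for glutathione metabolism. Androgen and estrogen metabolism also passed with the replicate number as a block (adjusted p = 0.0494) and by camera on ranks (adjusted p = 0.0420).
In all, 19 of the pathways in Table 1 were written out as gene lists from general knowledge. At an unadjusted p under 0.05, 4 of 8 lists from the upper part of the table were higher and 1 of 11 from its lower part was lower, and 0 lists passed in the other direction. The direction of the test was that of the table in 18 of 19 lists, but the median was above 0 in 14 of 19, and in 6 of the 11 lists of the lower part. The median of the lists without an unadjusted p under 0.05 lay between -0.02 for adherens junction and 0.08 for tyrosine metabolism. Tyrosine metabolism passed after adjustment without the sorafenib plus mIFN-β tumor of replicate 2 (median 0.14, adjusted p = 0.0203). Cytokine-cytokine receptor interaction did so without the sorafenib or the sorafenib plus mIFN-β tumor of replicate 2 (medians -0.01 and 0.01, adjusted p = 0.00765 and 0.0350). Because the study chose these pathways on the same tumors, their direction here is not independent evidence. In limma, 0 members of the 5 lists passed an adjusted p under 0.05, either over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 2 higher genes in androgen and estrogen metabolism, 1 in xenobiotic metabolism and 1 in RNA polymerase.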

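Genes of the VEGF signaling pathway, which drives the growth of vessels, lay on both sides of 0 in tumors given sorafenib plus mIFN-β compared with those given sorafenib. Of 58 measured genes 27 were higher and 31 lower, with a median log2 difference of -0.01 and an unadjusted p of 0.133 from camera. VEGFA, the main growth factor of the pathway, was at -0.32 (standard error 0.19) and PIK3CD at -0.20 (standard error 0.13), whereas the phosphoinositide 3-kinase subunits PIK3R3 and PIK3R1 were at 0.40 (standard error 0.23) and 0.22 (standard error 0.14). In the MAPK signaling pathway, which passes growth signals to the nucleus, 113 of 211 genes were higher and 98 lower (unadjusted p of 0.494), with MEF2C at 0.39 (standard error 0.24), the receptor PDGFRA at -0.39 (standard error 0.20) and DUSP5, a phosphatase of ERK, at -0.35 (standard error 0.31). In the insulin signaling pathway, 61 of 115 genes were higher and 54 lower (unadjusted p of 0.477), with the glycogen genes PPP1R3C and GYS2 at 0.54 (standard error 0.21) and 0.47 (standard error 0.18) and PHKA1 at -0.41 (standard error 0.19). For MAPK and insulin signaling the median and mean were both 0.01, while the test pointed down. Of 67 apoptosis genes 41 were higher, with a median of 0.05 and an unadjusted p of 0.430. The death ligand TNFSF10 was at 0.29 (standard error 0.50), NFKBIA, an inhibitor of NF-κB, at -0.38 (standard error 0.22) and ATM, a kinase of the DNA damage response, at -0.22 (standard error 0.13). None of these 4 lists passed the test (adjusted p = 0.253, 0.587, 0.587 and 0.583, and 0.836 for VEGF signaling and 0.875 for the others with an estimated correlation). Without single tumors each median changed sign. It ran from -0.05 to 0.03 for VEGF, -0.02 to 0.03 for MAPK, -0.04 to 0.05 for insulin signaling and -0.02 to 0.09 for apoptosis.

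**Figure D1:**
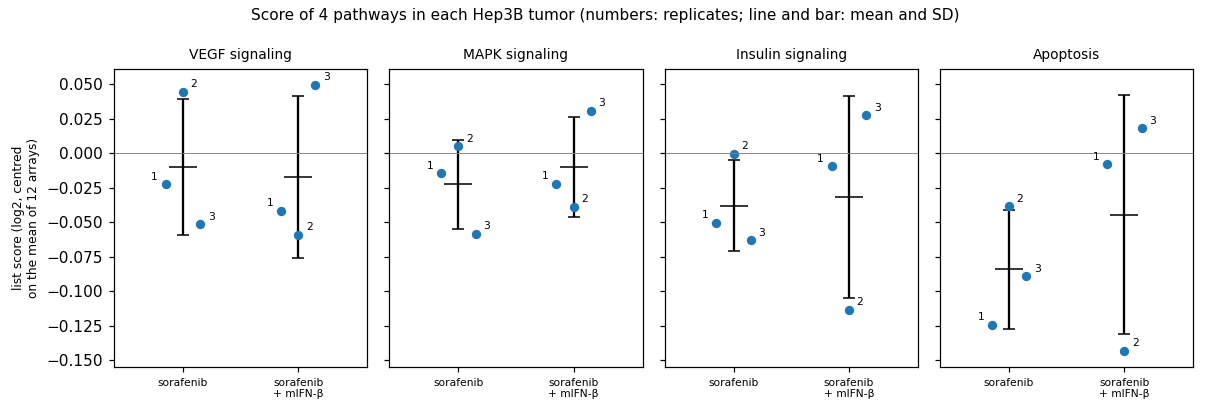
List scores (mean log2 value of a pathway's genes, each centred on its mean over 12 arrays) of Hep3B tumors given sorafenib or sorafenib plus mIFN-β, with points for single tumors numbered by replicate, lines for means and bars for SD (n = 3). The groups overlap in each pathway, and apoptosis scores are -0.12 to -0.04 with sorafenib and -0.14 to 0.02 with sorafenib plus mIFN-β.

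BAX, which promotes cell death, was at 0.08 (standard error 0.15) and the death receptor TNFRSF10B at -0.09 (standard error 0.18). TOP2A and MKI67, which mark proliferating cells, were at 0.05 (standard error 0.16) and 0.12 (standard error 0.23), and the feedback inhibitors of ERK signaling DUSP6 and SPRY2 at 0.03 (standard error 0.35) and 0.20 (standard error 0.15). Of 37 genes of the G2 and M phases 34 were higher, with a median of 0.09, and of 39 genes of DNA replication 31 were higher, with a median of 0.08, without passing the test (adjusted p = 0.105 and 0.169 over 22 lists, and 0.972 for both with an estimated correlation). Both depended on single tumors. Without the sorafenib tumor of replicate 1 the medians were -0.06 and -0.08 (adjusted p = 0.152 and 0.0152). Without the sorafenib tumor of replicate 2 they were 0.25 and 0.23 (adjusted p = 3.36e-07 and 1.02e-06), and without the sorafenib plus mIFN-β tumor of replicate 2 they were 0.24 and 0.23 (adjusted p = 9.82e-08 and 1.05e-05). Of 23 ERK target genes 11 were higher and 12 lower. The median ran both ways without single tumors, to -0.10 without the sorafenib plus mIFN-β tumor of replicate 3 (adjusted p = 0.0383) and to 0.18 and 0.11 without the sorafenib and the sorafenib plus mIFN-β tumor of replicate 2 (adjusted p = 0.142 and 0.136). In limma, 0 members of these 7 lists passed over all genes or adjusted over the list alone, and 3 insulin signaling genes were higher and 2 lower at an unadjusted p under 0.05. An exact permutation of the pathway scores gave p = 0.8 for VEGF, 0.7 for MAPK, 1 for insulin signaling and 0.5 for apoptosis (two-sided), where 3 tumors against 3 cannot go below 0.1. The maxmean statistic of the GSA test gave an exact one-sided p of 0.05 for apoptosis, the smallest that 20 labellings of the arrays allow, 0.1 for insulin signaling and 0.35 for VEGF and MAPK signaling.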

Pathways with decreased gene expressions included those related to angiogenesis or cellular proliferation, such as VEGF signaling pathway, mitogen-activated protein kinase (MAPK) signaling pathway and insulin signaling pathway, whereas expressions of genes related to apoptosis were significantly increased. These results showed that mIFN, which is thought to act on mouse cancer stromal cells, increases the antitumor effects of sorafenib through several mechanisms, including amplified anti-angiogenic effects.

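Genes of the response to hypoxia, which cells switch on at low oxygen, were lower in tumors given sorafenib plus mIFN-β than in those given sorafenib. Of 39 measured genes 35 were lower, with a median log2 difference of -0.19 (adjusted p = 2.62e-14 from camera; adjusted p = 0.524 with an estimated correlation). ENO2, an enzyme of glycolysis, was at -0.63 (standard error 0.31) and the glucose transporter SLC2A1 at -0.54 (standard error 0.25), whereas TPI1 was at 0.14 (standard error 0.18). The median of the list was -0.09 without the sorafenib plus mIFN-β tumor of replicate 2 and -0.10 without the sorafenib tumor of replicate 1, and -0.36 and -0.32 without the sorafenib plus mIFN-β tumor of replicate 1 and the sorafenib tumor of replicate 3. The score of the list was -0.07 ± 0.20 (SD, n = 3) with sorafenib plus mIFN-β and 0.15 ± 0.26 (SD, n = 3) with sorafenib, so the tumors of both groups overlapped (exact permutation test, two-sided, p = 0.3, where 0.1 is the smallest possible). Enzymes and transporters of bile acid, xenobiotic and liver metabolism were higher in 19 of 28 genes, with a median of 0.15 (adjusted p = 0.0277; adjusted p = 0.524 with an estimated correlation; adjusted p = 0.626 without the sorafenib plus mIFN-β tumor of replicate 1 and 0.387 without the sorafenib tumor of replicate 2, with a median of 0.07 and 0.08), among them the hepatic transporter SLCO1B1 at 0.61 (standard error 0.23). This list shares 8 genes with xenobiotic metabolism in Table 1. Of 5 red blood cell genes 4 were lower, with a median of -0.13 (adjusted p = 0.0277; adjusted p = 0.524 with an estimated correlation; adjusted p = 0.477 without the sorafenib plus mIFN-β tumor of replicate 1, and 0.138 and 0.153 without the sorafenib tumors of replicates 1 and 2, with a median of -0.07, -0.14 and -0.04), and the hemoglobin gene HBB was at -0.53 (standard error 0.22). These were the 3 of 22 lists, chosen for this tissue and treatment before the data were examined, that passed the test. Every other split of these tumors into 3 against 3, which mixes the treatments, gave more lists, 5 to 12. In limma 0 members of the 3 lists passed over all genes, and 1 did adjusted over the list alone, TDO2 in the list of bile acid and liver metabolism. At an unadjusted p under 0.05, 3 hypoxia genes and 1 red blood cell gene were lower and 2 genes of bile acid and liver metabolism were higher.
Markers of endothelial cells were higher in 14 of 23 genes. Their median and mean were both 0.03 while the test pointed down, without passing (unadjusted p of 0.815). Without single tumors the median ran from -0.02, without the sorafenib plus mIFN-β tumor of replicate 2, to 0.08, without the sorafenib tumor of replicate 1. PECAM1, which encodes CD31, was at 0.37 (standard error 0.26), CD34 at 0.03 (standard error 0.15) and the VEGF receptor KDR at 0.12 (standard error 0.14). CD34 and KDR were dim, at the percentiles 11.58 and 1.80 of mean level. CLEC14A was at 0.22 (standard error 0.14), and FLT4 and EGFL7 were at -0.21 and -0.20. The stainings of the tumors used an antibody to mouse CD31, whereas these probes are human. Of 34 angiogenic factors and receptors 16 were higher and 18 lower, with a median of -0.01 (unadjusted p of 0.108). Without the sorafenib plus mIFN-β tumor of replicate 2 this list passed as lower (median -0.05, adjusted p = 0.0144), and without the sorafenib plus mIFN-β tumor of replicate 1 its median was 0.01 (adjusted p = 0.626). TIMP2, an inhibitor of metalloproteinases, was at 0.27 (standard error 0.12) and the hormone gene EPO at -0.39 (standard error 0.22). Genes stimulated by type I interferon were higher in 23 of 33, with a median of 0.04 (unadjusted p of 0.222). Without the sorafenib plus mIFN-β tumor of replicate 3 this list passed as higher (median 0.10, adjusted p = 9.74e-04). Without the sorafenib tumor of replicate 3 its median was 0.14 (adjusted p = 0.0647), and without the sorafenib plus mIFN-β tumor of replicate 1 it was -0.02. IFI6 and PARP9 were at 0.44 (standard error 0.50) and 0.37 (standard error 0.28), ISG15 at -0.24 (standard error 0.16), MX1, a dim gene at the percentile 3.62, at 0.03 (standard error 0.24) and OAS1 at 0.20 (standard error 0.19), and the receptor chains IFNAR1 and IFNAR2 at 0.09 and -0.01. FLT1 and IFIT1 were not analysed here. The paper estimates the activity of mIFN on human cells as far below that of human interferon. The values of these human probes therefore do not tell whether mIFN-β acted on the mouse cells. The mIFN-β tumor of replicate 3, which stood apart in its dim genes, had scores of 0.23 for endothelial, 0.18 for angiogenic and 0.21 for interferon-stimulated genes, the highest of the tumors given mIFN-β alone.

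**Figure D2:**
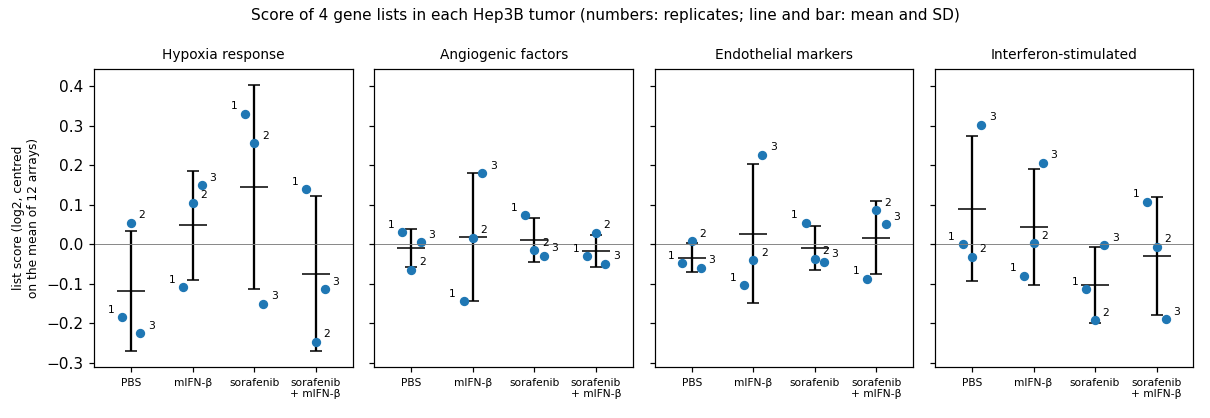
List scores (mean log2 value of a list's genes, each centred on its mean over 12 arrays) of Hep3B tumors of 4 groups, with points for single tumors numbered by replicate, lines for means and bars for SD (n = 3). The groups overlap in each list, and hypoxia scores are -0.15 to 0.33 with sorafenib and -0.25 to 0.14 with sorafenib plus mIFN-β.

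From the decreased VEGF, MAPK and insulin signaling pathways and the increased apoptosis genes in Table 1, the paper concludes that mIFN, thought to act on mouse stromal cells, adds to the antitumor effects of sorafenib through several mechanisms, among them stronger effects against angiogenesis.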

**Table 1:** Pathway analysis: Comparison of gene expression between tumors treated with sorafenib plus type I-IFN treatment and those treated with sorafenib alone.

Name of pathway	Number of genes	P-value (GSA test)
**Up-regulated pathway in sorafenib plus type I-IFN treatment**		
Apoptosis	81	<0.005
Toll-like receptor signaling pathway	65	<0.005
Tyrosine metabolism	58	<0.005
Metabolism of xenobiotics by cytochrome P450	57	<0.005
Aminosugars metabolism	31	<0.005
Alkaloid biosynthesis II	21	<0.005
Androgen and estrogen metabolism	46	0.04
Glutathione metabolism	43	0.04
RNA polymerase	26	0.04
**Down-regulated pathways in sorafenib plus type I-IFN treatment**		
Cytokine-cytokine receptor interaction	175	<0.005
Insulin signaling pathway	136	<0.005
Colorectal cancer	84	<0.005
Adherens junction	80	<0.005
Fc epsilon RI signaling pathway	70	<0.005
Inositol phosphate metabolism	46	<0.005
Type II diabetes mellitus	43	<0.005
Streptomycin biosynthesis	10	<0.005
2,4-Dichlorobenzoate degradation	5	<0.005
MAPK signaling pathway	270	0.035
VEGF signaling pathway	71	0.035
T cell receptor signaling pathway	81	0.04
Styrene degradation	5	0.045

The result is included in the microarray data (GSE102863).

## Discussion

Sorafenib is an oral multikinase inhibitor with an antitumor activity against various types of cancers^6^. We investigated the possibility of using the combination of sorafenib and type I-IFN as a new anti-angiogenic therapy for HCC. One unique point in this study is that we investigated the antitumor effect of mIFN-β compared with that of hIFN-β *in vivo*. Although mIFN-β did not directly inhibit the proliferation of human Hep3B cells *in vitro* (Fig. 3), mIFN-β, as well as hIFN-β, showed significant therapeutic efficacy in the mouse Hep3B cell-xenograft model, suggesting the important role of the anti-angiogenic activity in the tumoricidal effects of type I-IFN *in vivo*.

Type І-IFN (hIFN-α and hIFN-β) is clinically used for antiviral treatment in Japan. In the present study, we investigated the biological effects of two type І-IFN subsets (hIFN-α and hIFN-β) on human HCC Hep3B cells and HUVEC cells. Since hIFN-β showed higher inhibitory effects on both Hep3B cell proliferation (Fig. 1) and HUVEC tube formation (Fig. 2) than those of hIFN-α *in vitro*, we used IFN-β in the *in vivo* studies. Among type I-IFN subsets, IFN-α and IFN-β have been reported to exert different anti-angiogenic activities *in vitro* ^19,21,22^, and Noguchi *et al*.^19^ showed a more potent inhibitory effect of hIFN-β on endothelial cell proliferation than hIFN-α *in vitro*. Our findings are consistent with these reports and also indicate the high antitumor effects of IFN-β.

Combination therapy with sorafenib plus mIFN-β increased the necrotic areas in the Hep3B tumors in the mouse xenograft model compared with treatment with sorafenib or IFN-β alone. In the present study, we used Hep3B cells to evaluate antitumor effects of type-IFN on HCC cells. In addition, we also found the antitumor effects of hIFN-β by use of a different HCC cell line, HepG2 *in vitro* (Supplementary Fig. S1). Combination therapy with sorafenib plus mIFN-β resulted in significant increase in necrotic area (Supplementary Fig. S2) and decrease in number of CD31-positive cells in HepG2 tumors (Supplementary Fig. S3). These results support the findings of mouse Hep3B cell-xenograft model. Furthermore, antitumor effects of type I-IFN on various HCC cell lines, including Huh-7 cells^15^, HAK-1B cells^16^ and KIM-1 cells^16^, have been also reported, suggesting the significant antitumor effects of type I-IFN on HCC cells *in vitro* and *in vivo*.

In the present study, no significant differences were observed among the four groups (PBS control, mIFN-β alone, sorafenib alone, and sorafenib plus mIFN-β) in the Hep3B tumor volume (Fig. 8a) and HepG2 tumor volume (Supplementary Fig. S2a). However, unlike our results, previous studies have shown that sorafenib and/or hIFN-α treatment reduces the volume of tumors formed in mice when compared with their control counterparts^15,16^. Although we did not clarify the reasons for the different findings between previous and the current study, the discrepancies may depend on the different cell lines or recipient mice used in the studies. Additionally, the difference in type I-IFN selected in each study may have influenced the results. Previous studies suggested that the effects of sorafenib on the cellular proliferation and survival *in vivo* tumors were different depending on the kind of transplanted cells^15,16^. With regard to our experimental conditions, sorafenib monotherapy showed only mild effects on hepatoma cells (Supplementary Table S1). Therefore, under the current *in vivo* experimental conditions, the combination therapy (sorafenib plus mIFN) should mainly act on cancer stromal cells rather than hepatoma cells. These findings may explain the reason why the combination therapy with sorafenib plus mIFN-β resulted in significant increase in the necrotic area and decrease in the number of CD31-positive cells without a significant reduction of the tumor volume.

The DNA-Chip analysis showed that mIFN-β increased the antitumor effects of sorafenib via several mechanisms, including the decreased angiogenetic signal and the increased apoptotic signal (Table 1). In the present study, we assessed *in vivo* anti-angiogenetic effects by counting the number of CD34- and CD31-positive endothelial cells (Figs 7 and 9). Although it is not easy to evaluate the functional changes of endothelial cells in mouse tumors, we found significant antitumor effects of mIFN-β without actions on human Hep3B cells (Figs 4 and 5), thus suggesting that type I-IFN is able to affect functions of cancer stromal cells, including endothelial cells *in vivo*. We herein showed that type-I IFNs inhibited the tube formation of HUVECs (Fig. 2) *in vitro*. Additionally, we have found that type-І hIFN is able to induce the apoptosis of HUVECs *in vitro* (Supplementary Fig. S4). These findings suggest that type-І IFNs may affect the functions of endothelial cells. Anti-angiogenic effects caused by the decreased the number and the functional change of endothelial cells by the mIFN-β treatment may be involved in the enlargement of necrotic areas induced *in vivo*, although we were unable to completely clarify the detailed antitumor mechanisms regarding combination therapy with sorafenib and type-І IFNs for HCC. Our data suggested that anti-angiogenic effects should participate in antitumor effects *in vivo*, but we cannot deny some additional mechanism(s) may be also involved.

Our experimental studies regarding the comparison of two type I-IFN subsets (hIFN-β and mIFN-β) revealed that the anti-angiogenic activity may have an important role in the antitumor effects of type I-IFN *in vivo*. Since type-I hIFN acts on both cancer cells and cancer stromal cells in clinical practice, this combination therapy may provide a more evident antitumor effect for HCC treatment. Indeed, a preliminary clinical study by Itokawa *et al*.^23^ showed the possible clinical utility of the combination therapy with sorafenib and interferon in advanced HCC patients.

Recently, the application of sorafenib with other medical drugs has been investigated, and combination therapy consisting of sorafenib with hIFN-α is available for patients with metastatic renal cell carcinoma (RCC)^24,25^. Tochizawa *et al*.^26^ investigated the antitumor effects of sorafenib plus IFN-α on various RCC cell lines and showed that the growth of six RCC cell lines were more effectively suppressed with the treatment of the sorafenib plus IFN-α than the those of IFN-α or sorafenib alone. However, the intracellular signal transduction such as the activation of MAPK cascades were different in each cell line. Although results of experimental studies, including ours, suggest the efficacy of combination therapy for HCC as well as RCC, additional basic studies are necessary for the clarification of the detailed mechanisms.

In summary, we found that mIFN-β, which specifically acts on cancer stromal cells, showed significant antitumor effects on human HCC Hep3B cell-xenograft model, thus suggesting the important role of anti-angiogenic effects in the tumoricidal effects of type І-IFN *in vivo*. Our findings also suggest the clinical utility of combination therapy with type І-IFN and sorafenib for HCC, similar to previously established effective therapies for RCC.

## Materials and Methods

### Reagents

The human HCC cell line, Hep3B, and HUVECs were obtained from the American Type Culture Collection (Manassas, VA) and Lonza (Walkersville, MD), respectively. NOD.CB-17Prkdc scid/J mice were purchased from Charles River Laboratories Japan (Yokohama, Japan). IFN-α and IFN-β were kindly provided by Dainippon Sumitomo Pharma Co., Ltd (Osaka, Japan) and Toray Industries (Tokyo, Japan), respectively. Sorafenib was purchased from Bayer Pharmaceutical Corporation. Sorafenib was dissolved in dimethyl sulfoxide to create a 10 mM stock solution. The dissolved solutions were stored at −20 °C for the *in vitro* studies. With regard to the *in vivo* studies, we prepared the solution at the time of usage.

### Cell culture and collagen-gel sandwich tube-formation assay

Hep3B cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) in 5% CO_2_ at 37 °C and treated with 1 × 10^2^–1 × 10^4^ IU/ml of hIFN-α or hIFN-β. The cells were cultured in the presence of hIFN-α or hIFN-β at various concentrations. HUVECs were cultured between two collagen gel layers in the presence of the indicated concentrations of hIFN, and the degree of capillary-like tube formation was quantified by determining the pixel number of tubes on each image, as reported previously^27^.

### DNA synthesis and cell proliferation assay

For the cell proliferation assay, cells were plated onto 96-well plates at a density of 3 × 10^3^ cells/well in DMEM supplemented with 10% FBS. After 24 hours, the cells were given fresh medium supplemented with 10% FBS. The cells were further cultured in the medium for an additional 72 hours in the presence or absence of the indicated type І-IFN (hIFN-α, hIFN-β or mIFN-β), and the cell proliferation was estimated using the colorimetric assay method with the Cell Counting Kit (Dojindo, Kumamoto, Japan) for the indicated time^28,29^.

### Mouse Hep3B cell-xenograft model and histological assessments

A mouse Hep3B cell-xenograft model was generated according to previously described methods^30,31^. In brief, Hep3B cells were inoculated into both flanks (1 × 10^7^cells/flank). One day before the initiation of IFN-β treatment, pretreatment with anti-asialo-GM1 polyclonal antisera 25% (v/v) i.p. was performed for NK cell depletion. After five weeks, in order to compare the antitumor effects between hIFN-β and mIFN-β, tumor-bearing mice (~8 mm in size) were randomized into three groups (PBS control, hIFN-β treatment and mIFN-β treatment), and daily peritumoral injections of hIFN-β or mIFN-β (1 × 10^4^ IU/site) were performed for two weeks.

To investigate the antitumor effects of sorafenib and mIFN-β, the tumor-bearing mice were randomized into four groups (PBS control, mIFN-β treatment, sorafenib treatment and sorafenib plus mIFN-β treatment). Sorafenib (30 mg/kg) was administered orally and mIFN-β (1 × 10^4^ IU/site) was administered via daily peritumoral injection for two weeks.

The tumors that developed in the mouse Hep3B cell-xenograft model were used for histological analysis including mitosis, apoptosis, and necrosis. To detect G2 to M phase cells, sections of the tumors were immunostained with a mouse anti-human topoisomerase IIα antibody (MBL Co., Ltd, Japan) and then with an anti-mouse immunoglobulin antibody. Immunoreacted cells were visualized with 3, 3′-diaminobenzidine (DAB). Topoisomerase IIα-positive cells were counted in 10 areas selected randomly in each specimen of tumors and were used for the evaluation of mitotic activity. To detect apoptotic cells, sections of the tumors were immunostained with a rabbit anti-single stranded DNA antibody (IBL Co., Ltd, Japan) and then with an anti-rabbit immunoglobulin antibody. Immunoreacted cells were visualized with HistoGreen. Single stranded DNA-positive cells were counted in 10 areas selected randomly in each specimen of tumors and were regarded as apoptotic cells. In addition, the sections were immunostained with a rat anti-mouse CD34 antibody (Santa Cruz Biotechnology, Inc. TX) or a rat anti-mouse CD31 antibody (BD Biosciences, CA) and then with an anti-rat immunoglobulin antibody. Immunoreacted cells were visualized with DAB. CD34- and CD31-positive cells were counted in 10 areas selected randomly in each specimen of tumors and were regarded as endothelial cells. As for CD31, immunoreacted cells were also visualized with fluorescence using Alexa Fluor546, and CD31-positive cells were counted in more than 8 areas selected randomly in each specimen of tumors. To evaluate necrosis, we used the Image J software^32^ and necrotic areas were measured in 10 sections randomly selected in each specimen of tumors.

All experimental procedures were approved by the Animal Care Committee of Hyogo College of Medicine and performed according to the guidelines issued by the National Academy of Science of Japan (“Guide for the Care and Use of Laboratory Animals”).

### DNA Chip and pathway analysis

In order to compare the add-on effects of mIFN-β with sorafenib, we used the tumors that developed in the mice treated with either sorafenib monotherapy or sorafenib plus mIFN-β combination therapy. Total RNA was isolated using the RNAqueous^Ⓡ^ kit (Ambion, Austin, TX, USA). cDNA fragments generated out of aliquots of total RNA (50 ng) were subjected to the DNA chip analysis according to previously described methods^33^, and gene expression profiling of the tumors was performed using a GeneChip Human Gene 1.0 ST Array (Affymetrix, Santa Clara, CA). Up- and downregulated pathways were determined using the BRB-Array Tools Version: 4.1.0. Functional class scoring was performed according to the Efron-Tibshirani’s GSA test^34^, and the pathways with p-values less than 0.05 were determined to be significantly up- or downregulated.

### Statistical analysis

The numerical data for the comparisons among three or more groups were analyzed using a non-repeated measurements ANOVA, and statistical significance was further examined with the Bonferroni correction. A P value of <0.05 was considered to be significant.

## Electronic supplementary material

Enomoto Supplementary information

# Supplementary material for: The in vivo antitumor effects of type I-interferon against hepatocellular carcinoma: the suppression of tumor cell growth and angiogenesis
**Source:** Sci Rep. 2017 Sep 22;7:12189. doi: 10.1038/s41598-017-12414-3
**Supplement:** Supplementary file 1 — Enomoto Supplementary information

## Supplementary information

**Title: The *in vivo* antitumor effects of type I-interferon against hepatocellular carcinoma: the suppression of tumor cell growth and angiogenesis**

**Authors:** Hirayuki Enomoto, Lihua Tao, Ryoji Eguchi, Ayuko Sato, Masao Honda, Shuichi Kaneko, Yoshinori Iwata, Hiroki Nishikawa, Hiroyasu Imanishi, Hiroko Iijima, Tohru Tsujimura, Shuhei Nishiguchi

**Supplementary Figure S1: Effects of hIFN- $\beta$  on the proliferation of human hepatocellular carcinoma HepG2 cells**

**Supplementary Figure S1**

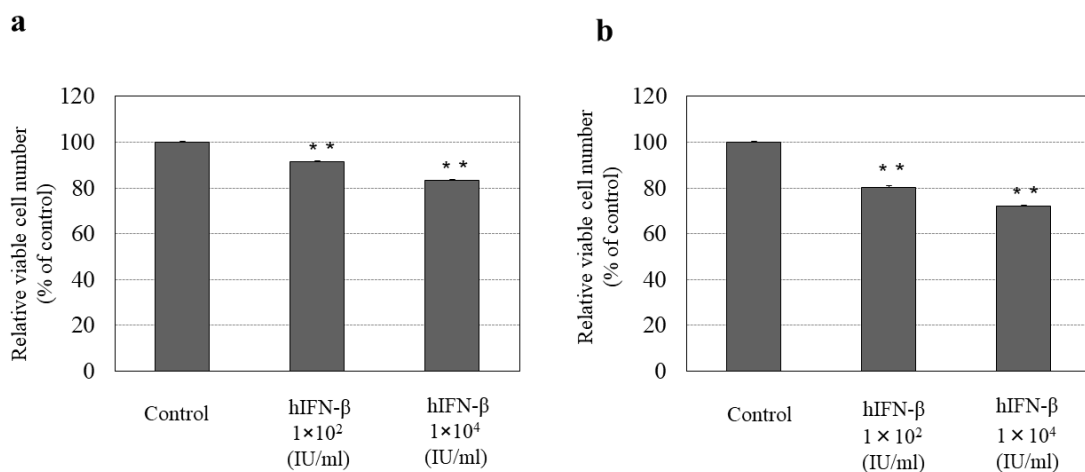

Human HCC HepG2 cells were cultured in DMEM containing 10% FBS in 5% CO<sub>2</sub> at

37°C and were treated with hIFN-β for 48 hours (a) or 72 hours (b). The proliferation of HepG2 cells was significantly inhibited with the hIFN-β treatment. \*\*P<0.01 versus control (PBS treatment).

**Supplementary Figure S2: *In vivo* antitumor effects of sorafenib plus mIFN-β treatment in the mouse xenograft model (HepG2 tumors).**

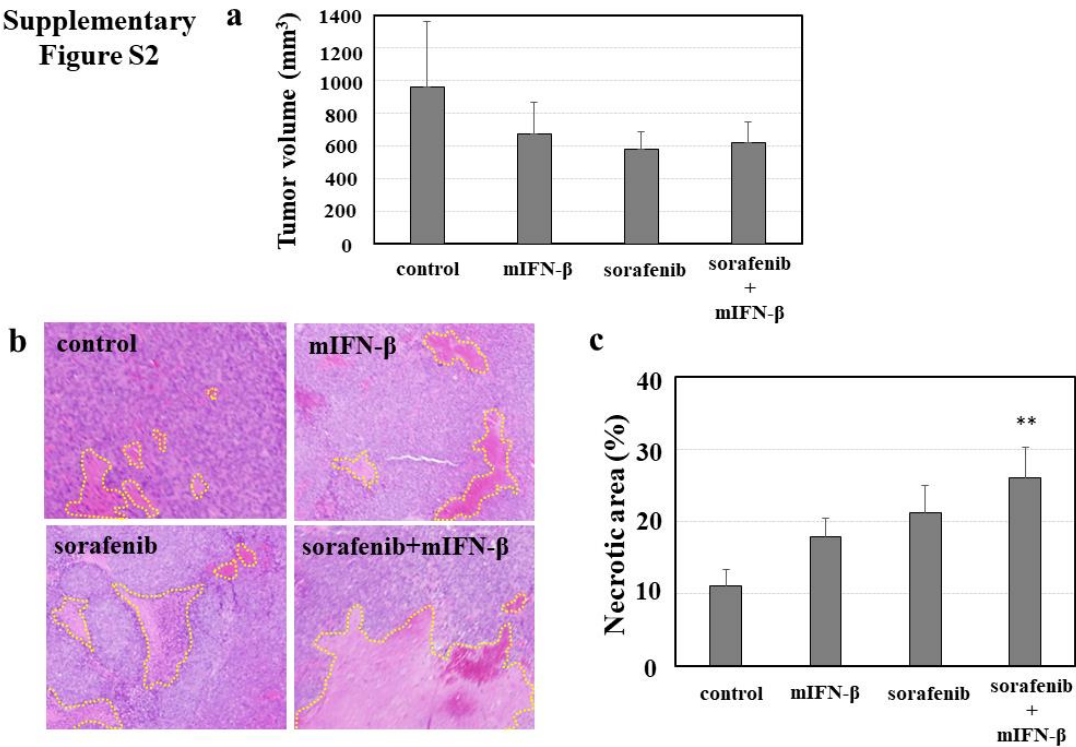

Five weeks after inoculation of HepG2 cells, tumor-bearing mice were randomized into four groups (PBS control, mIFN-β treatment, sorafenib treatment and sorafenib plus mIFN-β treatment) and were treated according to the procedures of **Fig. 8**. (a) Formed

tumor volume in the mouse HepG2 cell-xenograft model was not significantly different among the four groups. (b) Sections of HepG2 tumors were stained with hematoxylin-eosin, and the necrotic areas are surrounded by the dot lines. (c) Treatment with sorafenib plus mIFN- $\beta$  resulted in increased the necrotic areas compared with the tumors that developed in the control (PBS treatment) mice (\*\*P<0.01).

**Supplementary Figure S3: *In vivo* anti-angiogenic effects of sorafenib plus mIFN- $\beta$  treatment in the mouse xenograft model (HepG2 tumors)**

**Supplementary Figure S3**

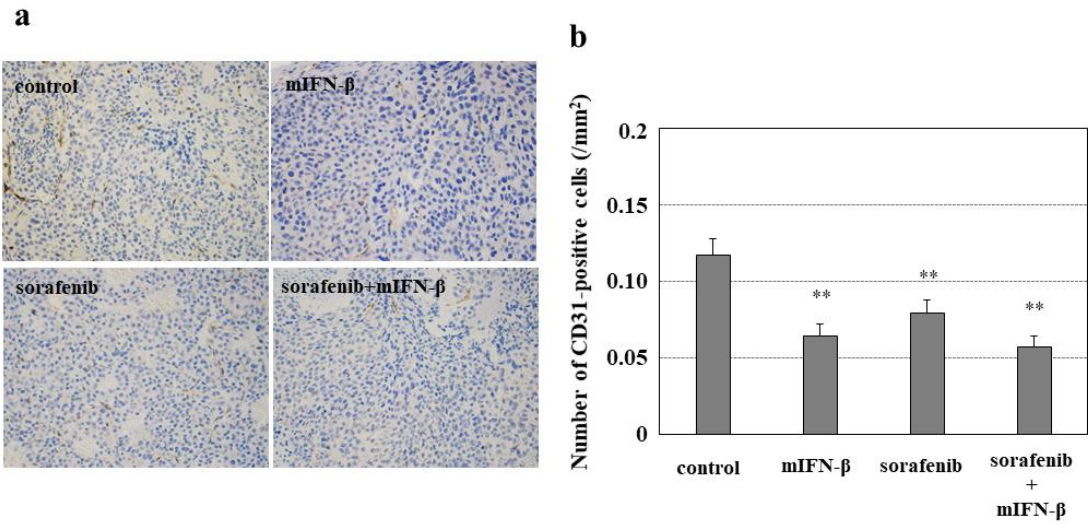

Sections of HepG2 tumors used in **Supplementary Fig. S2** were immunostained with an anti-mouse CD31 antibody according to the similar procedures to **Fig. 9**. (a) Sections of HepG2 tumors were immunostained with an anti-mouse CD31 antibody and positive

signals were visualized with DAB. Representative photographs are shown. (b) Sorafenib treatment, mIFN- $\beta$  treatment and sorafenib plus mIFN- $\beta$  treatment decreased the number of CD31-positive cells compared with the tumors that developed in the control (PBS treatment) mice (\*\*P<0.01).

**Supplementary Figure S4: Effects of hIFN- $\alpha$  and hIFN- $\beta$  on the induction of apoptosis in HUVECs.**

**Supplementary Figure S4**

**a**

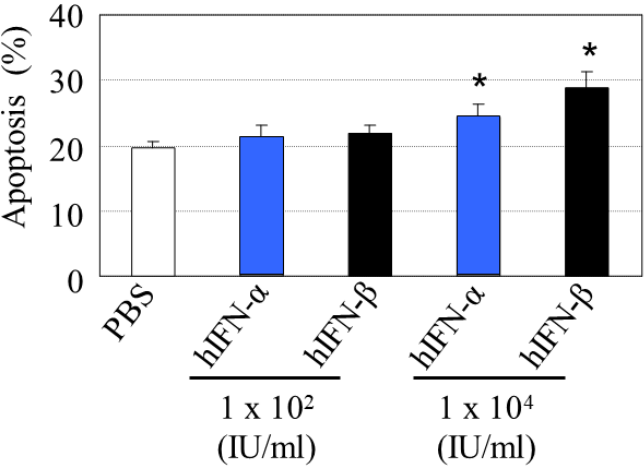

**b**

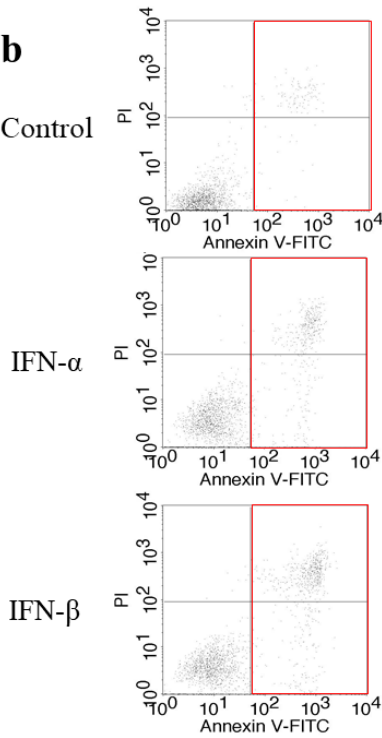

(a) HUVECs were cultured between two collagen gel layers in the presence of hIFN- $\alpha$  or hIFN- $\beta$ , and stained with DAPI. Apoptotic cells exhibiting chromatin condensation

and/or nuclear fragmentation were counted, and the proportion of apoptotic cells to total cells is shown. Both hIFN- $\alpha$  and hIFN- $\beta$  induced the apoptosis of HUVECs; however, the effects of hIFN- $\beta$  treatment seems to be higher than those of hIFN- $\alpha$  treatment. \*P<0.05 versus control (PBS treatment). (b) HUVECs were cultured in the medium for 24 hours in the presence of  $1 \times 10^4$  IU/ml hIFN- $\alpha$  or hIFN- $\beta$ . The cells were stained with annexin V/PI and analyzed using flow cytometry (FITC Annexin V Apoptosis Detection Kit II, BD Biosciences). Cells considered viable are annexin V<sup>-</sup> and PI<sup>-</sup>, cells in early apoptosis are annexin V<sup>+</sup> and PI<sup>-</sup>, and cells in late apoptosis are annexin V<sup>+</sup> and PI<sup>+</sup>. Apoptotic cells were detected in the areas surrounded with the red squares. Higher rates of apoptotic cells were observed in the cells treated with hIFN- $\beta$  than in those treated with hIFN- $\alpha$ .

**Supplementary Table 1.**

| Topo II $\alpha$ -positive cells (count/mm <sup>2</sup> ) |                  |                         |         | ssDNA-positive (count/mm <sup>2</sup> ) |                |                         |         |
|-----------------------------------------------------------|------------------|-------------------------|---------|-----------------------------------------|----------------|-------------------------|---------|
| control                                                   | sorafenib        | sorafenib+mIFN- $\beta$ | P-value | control                                 | sorafenib      | sorafenib+mIFN- $\beta$ | P-value |
| 397.3 $\pm$ 13.0                                          | 381.3 $\pm$ 12.9 | 384.7 $\pm$ 14.6        | NS      | 20.5 $\pm$ 1.4                          | 21.2 $\pm$ 2.0 | 21.0 $\pm$ 3.4          | NS      |

Sections of Hep3B tumors were immunostained with an anti-human Topo II $\alpha$  antibody and an anti-ssDNA antibody, and the number of proliferating (Topo II $\alpha$ -positive) Hep3B cells and apoptotic (ssDNA-positive) Hep3B cells were counted.

Topo II $\alpha$ , topoisomerase II $\alpha$ ; ssDNA, single stranded DNA

How the deposited data were processed for this re-analysis (not part of the article)

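Gene expression was measured in 12 Hep3B xenograft tumors, 3 in each of 4 groups (PBS, mIFN-β, sorafenib, and sorafenib plus mIFN-β), each on 1 GeneChip Human Gene 1.0 ST Array. The authors deposited log2 values, 1 per transcript cluster and array. According to the submitters' processing notes they were made with Affymetrix Expression Console and RMA, whose versions are not given in the sources used here. RMA corrects the background, makes the distributions of the arrays alike and summarizes probes, so a change of most genes in 1 direction would be removed, and changes of dim genes are compressed. The deposited values were used as they are, and no raw probe intensities were used here. The lowest median of a transcript cluster over arrays was 4.91, and 590 of 23630 clusters had a median within 0.1 above it, which looks like a minimum set on the median, although a filter is not stated in the sources used here. The arrays give no read depth, and their number and the signal over background limit the precision.

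Gene names came from the array annotation. Of the clusters, 15881 had 1 gene symbol, and 15861 of these had a gene identifier found in the reference table, which updated 0 symbols. Clusters with several symbols (1457) or none (6292) were left out. For 611 genes with more than 1 cluster, the cluster with the highest mean over all arrays was used, which gave 15041 genes.

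Each comparison (sorafenib plus mIFN-β against sorafenib, and each of the 3 treatments against PBS) was fitted with limma 3.58.1 in R 4.3.3 over all 12 arrays with 1 mean per group, and so was the interaction, which is the difference that mIFN-β made with sorafenib minus the difference it made without. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over all genes, and the threshold was an adjusted p under 0.05. The comparisons share arrays, so their results are not independent of each other. Gene lists were tested with camera in limma, with the correlation between genes set at 0.01. They were 19 of the pathways in Table 1, adjusted among themselves, and 22 lists of pathways and cell types chosen for this tissue and treatment, adjusted among themselves. The members of the lists were written from general knowledge and can differ from those of the paper. The other 3 pathways of Table 1 were not used here, because their members were not known well enough.

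For each comparison the text names the 5 genes higher and the 5 lower with the smallest unadjusted p, since none passed the threshold, the members with the largest differences of each list it describes, and a set of genes behind the stained proteins, the interferon response, proliferation and apoptosis. Values of the pathways in Table 1 had been seen in the paper when this rule was written.

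Other settings were a trend and robust fit, array weights, leaving out the dimmest 30% of genes, the mean of a gene's clusters, a second quantile normalization, the replicate number as a block, only the 6 arrays compared, an estimated correlation in camera, camera on ranks, fry, which asks whether the genes of a list move on balance in 1 direction, the maxmean statistic of the GSA test over all 20 labellings of 3 arrays against 3, and leaving out each array. Leaving out the 2 arrays least correlated with the rest was added after seeing the data. When 1 array is left out, its group keeps 2 arrays, and the spread is pooled over the groups. Array weights gave a warning that their iteration had not fully converged.

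The tests were tried on simulated data with independent genes, in which 100 genes were changed by 0.5 and 100 by 1 log2 unit. For sorafenib plus mIFN-β against sorafenib, limma found 17% and 83% of them and called 5 genes without a change, for sorafenib plus mIFN-β against PBS 17% and 80% with 3 such genes, and for the interaction 3% and 39% with 1. All 3 gene lists that were changed were found by each list test, and of 18 lists without a changed gene 0 were called, apart from 2 by fry. After a first run the simulated changes were made smaller, the share of genes to be found was lowered and lists sharing genes with the changed ones were left out of the count. The correlation between real genes was not simulated. The shares hold for this number of changed genes, since the adjusted threshold is stricter with fewer.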

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

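The choice of the results in this part, the gene list tests in the interaction and the weighing of explanations came after the results were seen, while the list tests against PBS, the estimated correlation and leaving out single arrays were set beforehand.

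The mean score of immediate early and heat shock genes was lower in all 3 tumors given sorafenib plus mIFN-β than in all 3 PBS tumors, a comparison the paper does not report on these arrays, though the nearest tumors were at 0.01 and 0.02. The median log2 difference was -0.18 over 22 genes, of which 17 were lower (-0.09 without the sorafenib plus mIFN-β tumor of replicate 2, -0.11 without the PBS tumor of replicate 2; adjusted p = 0.00208 from camera; adjusted p = 0.727 with an estimated correlation), with the heat shock genes HSPH1 at -0.97 and DNAJB1 at -0.77. The mean score of necrosis, inflammation and acute phase genes was higher in all 3 tumors given sorafenib plus mIFN-β than in all 3 PBS tumors, with the nearest at 0.02 and 0.01, and the median was 0.10 over 18 genes, of which 13 were higher (0.16 without the sorafenib plus mIFN-β tumor of replicate 1; adjusted p = 0.00274; adjusted p = 0.389 with an estimated correlation), and HP was at 1.26. For both lists an exact permutation test gave p = 0.1, the smallest possible. The mean of HP was 4.56 with PBS, below the lowest median of a transcript cluster (4.91). It has little signal over background there, so the size of its difference is uncertain.

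In the interaction, 5 of 22 lists passed by camera with the preset correlation, and 1 of them, the hypoxia response, passed without each array, so a different effect of mIFN-β with and without sorafenib is not established. With an estimated correlation 0 of 22 passed, and 2 had an unadjusted p under 0.05. By fry 0 passed and 0 had an unadjusted p under 0.05. Hypoxia response genes had a median interaction of -0.33, lower in 35 of 39 genes (adjusted p = 4.31e-13; adjusted p = 0.490 with an estimated correlation). G2 and M phase genes had a median of 0.17, higher in 35 of 37 genes (adjusted p = 0.001; up to 0.416, with a median of 0.01, without the sorafenib tumor of replicate 1; adjusted p = 0.919 with an estimated correlation). DNA replication genes had a median of 0.12, higher in 29 of 39 genes (adjusted p = 0.0439; up to 0.690, with a median of -0.05, without the same tumor; adjusted p = 0.919 with an estimated correlation). Red blood cell genes had a median of -0.30, lower in 5 of 5 genes (adjusted p = 0.00661; up to 0.0752 without the sorafenib plus mIFN-β tumor of replicate 1, and a median of -0.14 without the sorafenib tumor of replicate 2; adjusted p = 0.490 with an estimated correlation). Skeletal muscle genes had a median of -0.16, lower in 15 of 17 genes (adjusted p = 0.0104; up to 0.392, with a median turned to 0.03, without the mIFN-β tumor of replicate 3, and a median of -0.01 without the sorafenib plus mIFN-β tumor of replicate 1; adjusted p = 0.919 with an estimated correlation). For single genes the interaction gave 0 below an adjusted p of 0.05 in limma and 283 at an unadjusted p under 0.05, and 100 random splits, the real one included, decide nothing about a count of 0, which all 100 reach, with up to 26 genes in another split. The genes with the smallest p in the interaction were TDO2 at 1.31, KITLG at 0.81, HAUS2 at 0.77, ZBTB21 at 0.75 and WDR5B at 0.73, and SNRPA1 at -1.22, MIR32 at -1.11, SCGB2B2 at -0.84, OR6N2 at -0.77 and CREBRF at -0.71, of which KITLG (percentile 4.55 of mean level) and OR6N2 have little signal over background.

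The lower hypoxia response with sorafenib plus mIFN-β than with sorafenib was weighed further. Leaving out each array in turn gave an adjusted p of at most 0.00291, without the sorafenib tumor of replicate 1, but this rests on the preset correlation and the median ranged from -0.36 to -0.09, and without the 2 arrays least correlated with the rest it was -0.05 and the list no longer passed (adjusted p = 0.0539), so a strong influence of single arrays stays open. Correlation among the genes of the list may account for the small p, because the adjusted p was 0.524 with an estimated correlation. The spread between tumors stays open too, since an exact permutation of the tumors gave p = 0.3 and 3 against 3 cannot go below 0.1. An effect of mIFN-β on oxygen supply or on the hypoxia response also stays open, and was not tested beyond these values.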

How the results depend on the processing

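Leaving out the 2 arrays least correlated with the rest was chosen after seeing the data. Under the other settings 0 genes passed in limma in each comparison, except 1 lower gene for sorafenib against PBS with only 6 arrays and 1 higher gene for mIFN-β against PBS with array weights, and leaving out single arrays gave 0 throughout. Of the pathways in Table 1, 5 had an unadjusted p under 0.05 at first, 2 with an estimated correlation, 1 by fry and 3 to 6 without single arrays (3 without replicate 1 or 3 of either group). By adjusted p 2 passed at first and 0 with an estimated correlation or by fry, and androgen and estrogen metabolism also passed with the replicate block (0.0494) and by ranks (0.0420). The direction of the test for MAPK signaling turned up by fry (median 0.0112) and without the sorafenib tumor of replicate 1 (0.007; -0.0231 to 0.0291 without single arrays). Insulin signaling turned up by fry (0.0123) and without the 2 arrays (0.0387; -0.0383 to 0.0495 without single arrays). Apoptosis reached an exact p of 0.05 by GSA maxmean (median 0.0483) and turned down without the sorafenib plus mIFN-β tumor of replicate 1 (0.047; -0.0248 to 0.0885 without single arrays). VEGF signaling never had an unadjusted p under 0.05 and the direction of its test stayed down, while its median ranged from -0.0509 to 0.0282 without single arrays and so changed sign.

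Of the 22 other lists, 3 passed for sorafenib plus mIFN-β against sorafenib, 5 with array weights, 1 without the dimmest 30% of genes, 1 by ranks, 6 (all higher, without the hypoxia response) without the 2 arrays and 4 to 9 without single arrays. For sorafenib against PBS 12 became 7 without the 2 arrays and 5 to 14 without single arrays (5 without the PBS tumor of replicate 2), for mIFN-β against PBS 5 became 3 to 9, and for sorafenib plus mIFN-β against PBS 12 became 7 after a second quantile normalization and 8 to 12 without single arrays. An estimated correlation and fry gave 0 in all 4 comparisons. DNA replication turned up (0.0134) in sorafenib plus mIFN-β against PBS without the 2 arrays, and without single arrays ranged from -0.225 to 0.0134 there and from -0.0508 to 0.265 in the interaction. Hypoxia response in sorafenib plus mIFN-β against PBS ranged from -0.0348 to 0.166. The cause was not tested.

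Of the other values, 829 for 108 gene results were classed as the same as in the main analysis, and 648 when single arrays were left out. For 46 list results, 370 values kept their side of the threshold, 135 no longer passed, 1 newly passed and 4 turned. Without single arrays 223 kept their side, 78 no longer passed and 5 turned. With the replicate number as a block, 0 genes and 3, 13, 5 and 12 other lists passed by adjusted p, and 5 pathways of Table 1 had an unadjusted p under 0.05. The deviations of same-numbered arrays from their group means correlated at -0.60 to 0.47 over 18 pairs, 8 of them above 0.1. Centring 3 tumors on their mean ties their deviations together, so some pairs come out negative where others are positive. Of 12 arrays 5 correlated best with their own number, so the numbers do not pair the tumors over all groups. Between PBS and sorafenib, however, the deviations of same-numbered tumors correlated at 0.18, 0.47 and 0.37, and those of tumors with different numbers at -0.40 to 0.06. A pairing by number stays open for these groups. For the interaction a fit with only 6 arrays does not exist. Genes near the lower end of the signal, such as HP, are compressed by the array.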

Differences from the paper's values

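The paper reports 22 pathways past p under 0.05. Here 5 of the 19 written lists passed at the same threshold by camera, out of fewer pathways than the paper's 167 and with lists from general knowledge. Of the paper's pathways, 13 were lower, against 1 here. With 19 lists, 11 of them from the lower part of the table, neither number could be reached, so the settings tell only how the counts here vary, and for none of the alternatives set before the data were examined was the count near the paper's. Array weights gave 7 pathways with 2 lower, leaving out the dimmest genes 4 with 2 lower, camera on ranks 5 with 2 lower, an estimated correlation 2 with 1 lower, fry 1 with 0 lower, the maxmean statistic of the GSA test 6 with 3 lower, and leaving out single arrays 3 to 6 with 1 or 2 lower. The remaining settings, which were the trend and robust fit, the mean of clusters, a second quantile normalization, the replicate block and the 6 arrays alone, gave 5 with 1 lower. The GSA test names the paper's method, but its number of arrays, its number of permutations and its gene sets are not stated in the paper's text, and an exact p of 0.05, the smallest that 3 against 3 allows, was counted as passing here. Table 1 prints p-values under 0.005, which lie below that minimum, so they do not compare directly with the exact p here.

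The paper states that the VEGF, MAPK and insulin signaling pathways were lower and that apoptosis genes were higher. Here none of the 4 lists passed by camera. The direction of the test was the paper's for each, with medians of -0.01, 0.01, 0.01 and 0.05. By GSA maxmean, apoptosis reached the exact p of 0.05, as did xenobiotic metabolism and androgen and estrogen metabolism, which were higher, and streptomycin biosynthesis, cytokine-cytokine receptor interaction and type II diabetes mellitus, which were lower. Aminosugars metabolism, higher in the paper, had a test direction down here, with a median of 0.01 over 27 genes. Over all 19 lists, 18 had the paper's direction.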

Other observations

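The tests of the Table 1 pathways against PBS and in the interaction, of the explanations for the resemblance between arrays and of the correlations between cell type lists were chosen after the results were seen, and the other comparisons with PBS and the other splits of the arrays were set beforehand.

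In tumors given sorafenib compared with PBS, 12 of 22 lists passed by camera, and each of the 12 was lost with an estimated correlation (adjusted p = 0.657 for each). Hypoxia response genes were higher in 32 of 39, with a median log2 difference of 0.23 (adjusted p = 6.43e-11; adjusted p = 0.657 with an estimated correlation; median 0.14 without the PBS tumor of replicate 1 and 0.44 and 0.35 without the sorafenib tumor of replicate 3 and the PBS tumor of replicate 2), led by ENO2 at 0.90 (standard error 0.31) and NDRG1, a gene induced by hypoxia, at 0.76 (standard error 0.25). Genes of oxidative phosphorylation, the respiratory chain of mitochondria, were lower in 59 of 69, with a median of -0.18 (adjusted p = 0.00123; adjusted p = 0.657 with an estimated correlation; median -0.11 without the sorafenib tumor of replicate 1), among them COX6C at -0.47. Genes of the unfolded protein response were lower in 28 of 34, with a median of -0.20 and with DNAJB9 at -0.90 and SDF2L1 at -0.69 (adjusted p = 0.00220; adjusted p = 0.657 with an estimated correlation; up to 0.233, with a median of -0.11, without the sorafenib tumor of replicate 3). DNA replication genes were lower in 36 of 39, with a median of -0.24 and CDC6 at -0.70 (adjusted p = 0.00299; adjusted p = 0.657 with an estimated correlation; up to 0.822, with a median of -0.07, without the sorafenib tumor of replicate 1). Fibroblast and matrix genes were higher in 19 of 24, with a median of 0.14 and LOX, a collagen cross-linking enzyme, at 0.65 (adjusted p = 0.00123; adjusted p = 0.657 with an estimated correlation; up to 0.239, with a median turned to -0.01, without the same tumor). These last 3 lists were also lost without the PBS tumor of replicate 2 (adjusted p = 0.0679 for each). Hypoxia, oxidative phosphorylation and skeletal muscle genes, the last with a median of 0.09, passed without each array in turn at the preset correlation. The other lists that passed were immediate early and heat shock genes at -0.24 (adjusted p up to 0.591 without the sorafenib tumor of replicate 3), cholesterol biosynthesis at -0.23 and interferon-stimulated genes at -0.13 (up to 0.0953 and 0.626 without the PBS tumor of replicate 3), red blood cell genes at 0.16 (up to 0.262 without the PBS tumor of replicate 2), and necrosis and acute phase genes at 0.11 and endothelial markers at 0.06 (up to 0.175 and 0.390 without the sorafenib tumor of replicate 1), although PECAM1 was at -0.74 (standard error 0.26). Leaving out single arrays moved the median between -0.31 and -0.14 for immediate early and heat shock genes. It moved between -0.33 and -0.18 for cholesterol biosynthesis and between -0.26 and -0.06 for interferon-stimulated genes. For red blood cell genes it ran from 0.09 to 0.23, for necrosis and acute phase genes from 0.055 to 0.17, and for endothelial markers from 0.05 to 0.09. Adjusted over the list alone, 2 hypoxia genes were higher, 3 immediate early and heat shock genes and 2 genes of the unfolded protein response were lower. With an estimated correlation 0 lists had an unadjusted p under 0.05, and fry gave 0 at either threshold. For single genes limma gave 0 at an adjusted p under 0.05 and 1169 (7.77%) at an unadjusted p under 0.05, where chance gives 5%, of which 284 were higher and 885 lower. The groups did not overlap for 2174 genes (14.5%, where chance gives 10%). The genes with the smallest p were OR6N2 at 0.67, PIM1 at 0.84, CREBRF at 0.62, MIR32 at 0.91 and ZMIZ1 at 0.66, and SNORD14E at -1.66, LRIF1 at -0.87, NAPEPLD at -0.87, ZBTB21 at -0.85 and HEMK2 at -0.58, of which OR6N2 has little signal over background.

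In tumors given mIFN-β alone compared with the same PBS tumors, interferon-stimulated genes were higher in 14 of 33, with a median of -0.04 (adjusted p = 0.0998), and OAS1 was at -0.43. Leaving out single tumors moved the median of this list between -0.14 and 0.09, so its sign turned. The adjusted p from camera then ran from 0.0078 to 0.816, the last without the PBS tumor of replicate 3. Since the paper estimates that mIFN has very low activity on human cells, these human probes do not tell whether mIFN-β acted on the mouse cells. In the list of immediate early and heat shock genes HSPH1 was at -0.81 (standard error 0.28) and DNAJB1 at -0.61 (standard error 0.19), and the median over 22 genes, of which 15 were lower, was -0.06 (adjusted p = 0.00192; adjusted p = 0.930 with an estimated correlation; up to 0.0716, with a median of 0.00, without the mIFN-β tumor of replicate 1). MANF, a chaperone of the endoplasmic reticulum, was at -0.56 (standard error 0.15) in the unfolded protein response, whose median was -0.04 (adjusted p = 0.00192; adjusted p = 0.930 with an estimated correlation; up to 0.309, with a median of -0.01, without the PBS tumor of replicate 2). Skeletal muscle genes had a median of 0.12 (adjusted p = 0.00722; adjusted p = 0.930 with an estimated correlation; up to 0.663, with a median turned to -0.03, without the mIFN-β tumor of replicate 3, which had the highest score of this list at 0.32). Hypoxia response and G2 and M phase genes also passed, with medians of 0.16 and -0.06 (adjusted p up to 0.156 without the PBS tumor of replicate 3 and 0.371 without that of replicate 2; adjusted p = 0.118 and 0.267 without the mIFN-β tumor of replicate 2; adjusted p = 0.930 for both with an estimated correlation). The G2 and M phase median turned to 0.02 without the mIFN-β tumor of replicate 2. Leaving out single tumors also took the median down to -0.21 for immediate early and heat shock genes and to -0.14 for the unfolded protein response. In limma 0 genes passed and 329 (2.19%) had an unadjusted p under 0.05. The genes with the smallest p were SNRPA1 at 0.86, SCGB2B2 at 0.77, DTX2 at 0.66, TEF at 0.49 and EMC10 at 0.45, and RSRP1 at -0.68, MIS12 at -0.67, HSPA13 at -0.57 and NUP58 at -0.42, beside MANF. With sorafenib plus mIFN-β compared with PBS, genes of the unfolded protein response were lower in 27 of 34, with a median of -0.20 (adjusted p = 1.86e-04; adjusted p = 0.727 with an estimated correlation; adjusted p at most 0.0198 without single arrays, and median -0.08 and -0.10 without the sorafenib plus mIFN-β or the PBS tumor of replicate 2), and SEL1L was at -0.58 (standard error 0.12). In limma 0 genes passed in this comparison and 582 (3.87%) had an unadjusted p under 0.05. Those with the smallest p were HP, KRTAP5-8 at 0.59, IFT88 at 0.53, SLC6A6 at 0.48 and PER1 at 0.47, and SNORD14E at -1.29, HSPA4L at -0.94, AP4S1 at -0.72, SEL1L and SNORD52 at -0.58, of which HP, IFT88 and AP4S1 (percentiles 3.07 and 1.66 of mean level for the last 2) have little signal over background. Of 22 lists 12 passed, 7 higher and 5 lower, of which 3 passed without each array, and 0 passed with an estimated correlation (smallest adjusted p = 0.389).

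Of the pathways in Table 1, apoptosis genes were lower with sorafenib than with PBS in 56 of 67, with a median of -0.17 (adjusted p = 0.00294 over 19 lists; adjusted p = 0.685 with an estimated correlation; at most 0.0225 without single arrays). With sorafenib plus mIFN-β they were lower than with the same PBS tumors in 50 of 67, with a median of -0.12 (adjusted p = 0.00700; adjusted p = 0.872 with an estimated correlation; 0.0593, with a median of -0.05, without the sorafenib plus mIFN-β tumor of replicate 2). RNA polymerase genes were lower with sorafenib in 27 of 29, with a median of -0.26 (adjusted p = 2.41e-04; adjusted p = 0.685 with an estimated correlation; at most 0.0157 without single arrays). With sorafenib plus mIFN-β they were lower in 22 of 29, with a median of -0.12 (adjusted p = 0.0163; adjusted p = 0.886 with an estimated correlation; up to 0.382, with a median of -0.07, without the sorafenib plus mIFN-β tumor of replicate 2). Adherens junction (median 0.01) and cytokine-cytokine receptor interaction (0.03) also passed as higher with sorafenib, streptomycin biosynthesis (-0.24) as lower with sorafenib plus mIFN-β, and RNA polymerase (0.12) as higher in the interaction. Each of these was lost with an estimated correlation (adjusted p = 0.366, 0.685, 0.394 and 0.861). They were also lost without single arrays (up to 0.134 without the PBS tumor of replicate 2, 0.369 without the sorafenib tumor of replicate 1, 0.0997 without the sorafenib plus mIFN-β tumor of replicate 3 and 0.381 without the sorafenib tumor of replicate 1). Without single arrays the median with sorafenib ran from -0.002 to 0.04 for adherens junction, so its sign turned. For cytokine-cytokine receptor interaction it ran from -0.008 to 0.03 and turned as well. This last list was also lost with the replicate number as a block (adjusted p = 0.0562 from camera).

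Some tumors of different groups shared deviations from their group means, which over 15041 genes (not independent replicates) correlated at 0.61 between the sorafenib plus mIFN-β tumor of replicate 3 and the sorafenib tumor of replicate 2, at 0.55 between the sorafenib plus mIFN-β tumor of replicate 2 and the sorafenib tumor of replicate 1, and at -0.60 between the tumors of replicate 2 in these 2 groups. The first 2 tumors also correlated at 0.42 and 0.47 with the PBS tumor of replicate 2, and simulated independent noise (at most 0.0521) excludes nothing, since it has no genes regulated together, as separate tumors can have. The split that put the first 2 tumors with the sorafenib plus mIFN-β tumor of replicate 1 called 253 genes, the most of the 10 splits. It groups tumors already found to correlate, so it restates the resemblance and does not test it. Whether tumors had been exchanged between the groups cannot be told apart from other shared features. Fibroblast scores were highest in the sorafenib plus mIFN-β tumor of replicate 2 (0.50) and the sorafenib tumor of replicate 1 (0.34), and their correlation with skeletal muscle scores was 0.268. These scores cannot tell whether the share of cells other than tumor cells differed. Stromal cells of the xenograft are mouse cells, the probes are human, and how far mouse transcripts bind to them was not tested. No other biological explanation was tested, and tumors of the same mouse could not be identified from the sources used here.

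Over 12 arrays, 3 relations of the fibroblast score were computed by permutation tests. With endothelial scores Pearson's r was 0.506 (p = 0.0945, adjusted p = 0.283) and Spearman's rho 0.559 (p = 0.0631, adjusted p = 0.174). With macrophage scores r was 0.359 (p = 0.256, adjusted p = 0.384) and rho 0.420 (p = 0.177, adjusted p = 0.177). With skeletal muscle scores r was 0.268 (p = 0.401, adjusted p = 0.401) and rho 0.483 (p = 0.116, adjusted p = 0.174). Without the 2 farthest arrays r was 0.409, 0.396 and 0.455.

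The 10 splits of 3 arrays against 3 are too few for a share under 0.05. For genes past the threshold the real count was 0 in each comparison, which all 10 splits reach, so these splits decide nothing. The highest other count was 253 for sorafenib plus mIFN-β against sorafenib, 0 for sorafenib and for mIFN-β against PBS, and 2 for sorafenib plus mIFN-β against PBS. For the pathways of Table 1 the real count was 5 and the highest other 5, reached by 2 splits in all. For the 22 other lists, the real counts were 3, 12, 5 and 12 and the highest others 12, 9, 9 and 12, and 10, 1, 8 and 2 splits gave at least the real count.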
